# H19X-encoded microRNAs induced by IL-4 in adipocyte precursors regulate proliferation to facilitate differentiation

**DOI:** 10.1186/s13062-023-00388-4

**Published:** 2023-06-15

**Authors:** Choijamts Munkhzul, Ji-Min Lee, Boseon Kim, Thi Thanh My Nguyen, Rehna Paula Ginting, Dahee Jeong, Young-Kook Kim, Min-Woo Lee, Mihye Lee

**Keywords:** Adipocyte precursor, Interleukin-4, microRNA, Beige adipocyte, Proliferation, Wnt signaling

## Abstract

Adipose tissue, an organ critical for systemic energy homeostasis, is influenced by type 2 immunity in its development and function. The type 2 cytokine interleukin (IL)-4 induces the proliferation of bipotential adipocyte precursors (APs) in white fat tissue and primes these cells for differentiation into beige adipocytes, which are specialized for thermogenesis. However, the underlying mechanisms have not yet been comprehensively examined. Here, we identified six microRNA (miRNA) genes upregulated upon IL-4 stimulation in APs, miR-322, miR-503, miR-351, miR-542, miR-450a, and miR-450b; these are encoded in the H19X locus of the genome. Their expression is positively regulated by the transcription factor *Klf4*, whose expression also increases upon IL-4 stimulation. These miRNAs shared a large set of target genes, of which 381 genes were downregulated in mRNA expression upon IL-4 stimulation and enriched in Wnt signaling pathways. Two genes with downregulated expression, *Ccnd1* and *Fzd6*, were repressed by H19X-encoded miRNAs. Additionally, the Wnt signaling activator LiCl downregulated the expression of this group of miRNAs in APs, indicating that Wnt signaling–related genes and these miRNAs form a double-negative feedback regulatory loop. This miRNA/Wnt feedback regulation modulated the elevated proliferation of APs induced by IL-4 stimulation and contributed to priming them for beige adipocyte differentiation. Moreover, the aberrant expression of these miRNAs attenuates the differentiation of APs into beige adipocytes. Collectively, our results suggest that H19X-encoded miRNAs facilitate the transition of APs from proliferation to differentiation in the IL-4-mediated regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13062-023-00388-4.

## Introduction

Adipose tissue functions as a central organ for metabolic communication and control, thermoregulation, buffering of mechanical loads, and secretion of hormones [1, 2]. Distinct types of adipose tissue are generated from unique progenitor cells and differ in their roles [3–5]. White adipose tissue (WAT) consists of classical adipocytes with a single lipid droplet that stores energy as triacylglycerol [6–8]. WAT expands through hyperplasia and hypertrophy in response to excess energy uptake, which has profound effects on the size and number of adipocytes [9–11]. Brown adipose tissue is composed of multilocular cells with large amounts of mitochondria and elevated uncoupling protein 1 (UCP1) expression [12, 13]. It dissipates chemical energy as heat by UCP1-mediated uncoupling of respiration from ATP synthesis, termed non-shivering thermogenesis [14, 15]. The development and function of these different types of adipose tissue are critical for metabolic homeostasis, and their dysregulation underlies negative metabolic and health consequences [16]. Beige fat is another population of adipocytes with thermogenic capacity found in the subcutaneous WAT (scWAT) depot [17, 18]. Adrenergic stimulation promotes scWAT to gain brown fat-like features, such as elevated UCP1 levels and an increased number of mitochondria, upon external cues such as cold exposure [19, 20]. Thermogenic adipose tissue plays a protective role in metabolism through energy consumption, which has attracted interest in the browning of adipose tissue as a therapeutic strategy [21, 22]. Type 2 immunity is known to mediate metabolic adaptation in response to environmental cold temperatures [23, 24]. In particular, the type 2 cytokines IL-4 and IL-13 promote an increase in adipocyte precursors (APs) and their commitment to the beige adipocyte lineage, leading to the growth of beige fat [25]. However, the molecular mechanisms by which type 2 cytokines regulate APs during cold acclimatization are unclear.

MicroRNAs (miRNAs) are small non-coding RNAs (~ 22 nucleotides) that regulate gene expression at the post-transcriptional level [26, 27]. Mature miRNA is generated from the long primary transcript (pri-miRNA) through sequential cleavage by two RNase III enzymes, Drosha and Dicer [28–30]. The cleavage product, a small RNA duplex, is loaded onto Argonaute (Ago) protein, which preferentially retains one strand of the duplex [31, 32]. Mature miRNA binds the target mRNA through base-pairing and induces translational repression and degradation [33]. miRNAs are estimated to target more than 60% of the human protein-coding genes, indicating their regulatory involvement in diverse physiological and pathological contexts [34]. The binding sites of miRNA are predominantly located in the 3′ untranslated region (UTR) of target mRNAs and are recognized by the seed region that spans 2–7 nt at the 5′ end of a given miRNA [35, 36]. This binding, through partial complementarity, allows an individual miRNA to regulate hundreds of different mRNAs and consequently leads to the downregulation of large target cohorts. Although miRNAs modulate the expression levels of specific target genes, they exert systemic effects on the regulatory network, which is essential for a variety of cellular processes [37]. Additionally, miRNAs can provide robustness by accelerating changes in gene expression, particularly through the formation of feedback loops with their target genes [38, 39]. miRNAs also establish adaptability by balancing the dynamic expression ranges [40].miRNAs are critical regulators of adipose tissue development and function. The fat-specific knockout of Dicer and DGCR8, both of which are essential for the production of mature miRNAs, results in dramatic defects in adipose tissue formation and maintenance [41–43]. In addition, altered miRNA expression has been reported in different types of adipose tissues, during adipocyte differentiation, and under pathological conditions [44, 44, 45]. Multiple studies have shown that miRNAs constitute a regulatory network of gene expression that governs adipogenesis, including cell fate determination and adipocyte differentiation [46–50]. Accordingly, defects in miRNA-mediated regulation are involved in adipose tissue dysfunction and metabolic complications [51–53].

In this study, we investigated miRNA-mediated gene expression control in IL-4-induced priming of APs. Interleukin (IL)-4 stimulation leads to AP expansion, which then activates miRNA-mediated regulation of Wnt pathway genes. H19X-encoded miRNAs reinforce the suppression of the Wnt pathway through a double-negative feedback loop, which lowers the proliferation of APs and contributes to beige adipocyte commitment.

## Results

### Differential gene expression following IL-4 stimulation in APs

The type 2 cytokine IL-4 has been identified as one of the key factors that regulate the number and fate of bipotential APs in white fat tissue [25]. However, the underlying gene expression changes have not been thoroughly examined, restricting further understanding of IL-4 signaling-mediated cellular processes in APs. We performed global analysis of gene expression altered by IL-4 stimulation in APs (Fig. 1A). We used APs isolated from the scWAT of C57BL/6 J mice and confirmed that IL-4 stimulation promoted cell proliferation and primed the precursors for beige adipocyte differentiation, consistent with previous in vivo results (Fig. 1A–C) [25, 54, 55]. The expression levels of beige adipogenic markers *Pgc1-α*, *Pparg*, *Ear2*, and *Tmem26* were markedly increased when APs were incubated with IL-4 (Fig. 1C). However, the expression levels of white or brown specific adipogenic markers did not significantly increase upon IL4 stimulation (Fig. 1D). To verify the effects of IL-4 on differentiation toward beige adipocytes, the differentiation was induced in IL-4-pretreated APs with an adipogenic cocktail. Notably, mature beige adipocytes were examined using *Ap2* and *Ucp1* expression levels, while the commitment of precursors to the beige lineage was analyzed using *Pgc1-α*, *Pparg*, *Ear2* and *Tmem26* expression levels, due to their different sensitivities in each context. The expression of adipogenic marker *Ap2* and beige adipocyte marker *Ucp1* was induced upon differentiation, with significantly higher levels in IL-4 pretreated cells than in control cells (Fig. 1E). Consistent with the upregulation at the mRNA level, UCP1 protein expression was also upregulated by IL-4 pretreatment (Fig. 1F). These results indicate that IL-4 leads to adaptive differentiation of APs to beige adipocytes by inducing the expressions of genes related to both cell proliferation and adipogenesis.

**Fig. 1:**
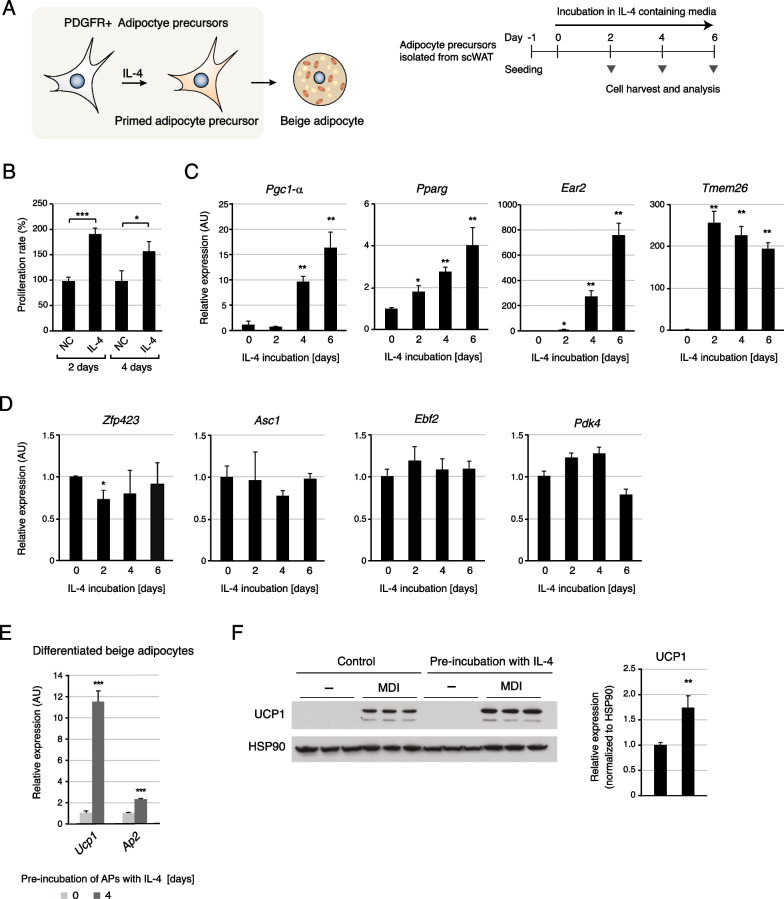
IL-4 promotes cellular expansion and beige commitment of adipocyte precursors (APs). **A** Schematic of IL-4 induced priming of APs. APs isolated from scWAT were cultured in vitro. IL-4 was added into the growth medium one day after cell seeding and cells were harvested for analysis on the indicated days **B** The cell proliferation rate of APs cultured in IL-4 containing media (n = 3). **C** The beige adipogenic markers (*Pgc1-α*, *Pparg*, *Ear2*, and *Tmem26*) mRNA levels were examined by qPCR in APs (n = 3). Longer incubation of APs with IL-4 induces higher expression levels of markers. **D** mRNA expression levels of the white adipogenic markers (*Zfp423* and *Asc1*) and the brown adipogenic markers (*Ebf2* and *Pdk4*) were analyzed by qPCR in APs (n = 3). **E** The mRNA levels of *Ucp1*, *Ap2*, and *Pgc1-α* genes were measured by quantitative PCR (qPCR) in differentiated adipocytes (n = 3). When APs were pre-incubated with IL-4 for four days before the induction of differentiation, the expressions of beige and adipogenic markers in differentiated adipocytes increased to a significantly greater extent than those in control cells. **F** The protein levels of UCP1 were examined by western blotting in differentiated adipocytes. Pre-incubation of APs with IL-4 leads to higher levels of UCP1 expression in differentiated adipocytes. Biological triplicates for each condition were examined. The quantified signal intensities in the western blotting are presented as a bar graph (n = 3). MDI refers to the induction of differentiation by an adipogenic cocktail. Data are presented as mean ± SEM. *** *p* < 0.005, **p < 0.01, *p < 0.05

High-throughput RNA sequencing revealed that APs incubated with IL-4 for four days showed prominent commitment to beige adipocyte differentiation (Fig. 2A, Additional file 1: Fig. S1, and Additional file 2: Table S1). 

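mRNA-seq was performed on 3 control cultures of adipocyte precursors (APs) and 3 cultures incubated with IL-4, all harvested on day 4. The APs had been isolated from mouse subcutaneous white adipose tissue by removing CD45- and CD31-positive cells and then selecting SCA-1-positive cells. The authors filtered the reads with SOAPnuke and computed gene levels with Bowtie2 and RSEM. They deposited the expected number of reads per gene, which is not normalized, and the FPKM, which they scaled by transcript length and library size. Genes without reads are not listed in a library's file and were taken as 0. Control libraries held between 28526782 and 28674604 expected counts (median 28617703), and IL-4 libraries between 28914003 and 29057787 (median 28959279). The 10 most abundant genes took 9.14% to 9.59% of the counts in the control libraries and 13.8% to 15.5% in the IL-4 libraries. Expected counts were rounded to whole numbers, which left 18345 genes with at least 1 count. Libraries were scaled by edgeR's TMM method, genes with too few counts for a test were removed with edgeR's filterByExpr, and the remaining 14009 genes were compared between groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation between cultures was 0.0939. Limits given for genes without reads in a group cover counting error only.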

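Tmem26 (Entrez gene 327766, chromosome 10 from 68723746 to 68782655 of mm10) had 16.1 ± 5.58 normalized counts (SD, n = 3) in control APs and 3913 ± 300 (SD, n = 3) in IL-4–treated APs. Its log2 fold change was 7.91 (standard error 0.16, adjusted p = 6.76e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), based on 13 to 24 reads per control library and 3461 to 3871 per IL-4 library. Ear2 (Entrez gene 13587, chromosome 14 from 44102654 to 44103531) had no read in any control library and 242 ± 37.2 normalized counts (SD, n = 3) with IL-4. With a floor of 3 counts for the controls, it was at least 84.1-fold higher with IL-4 (adjusted p = 1.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The expected counts of Ear2 are not whole numbers, so part of its reads was shared with related genes, and Ear2 is also on a list of genes that macrophages express after IL-4. Pparg (Entrez gene 19016, chromosome 6 from 115360879 to 115490404) rose from 275 ± 8.71 to 931 ± 104 normalized counts (SD, n = 3 each), a log2 fold change of 1.76 (adjusted p = 4.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ppargc1a (Pgc1-α; Entrez gene 19017, chromosome 5 from 51454249 to 52115853) was read 1 to 9 times per control library and 32 to 57 times per IL-4 library. Its log2 fold change of 3.07 (standard error 0.48, adjusted p = 0.00141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed between 2.58 and 3.57 when each library was left out in turn. All 4 genes were also higher at an adjusted p under 0.05 when edgeR's quasi-likelihood p was adjusted over the list alone. The lowest IL-4 library exceeded the highest control library for each of the 4 genes.

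**Figure D1:**
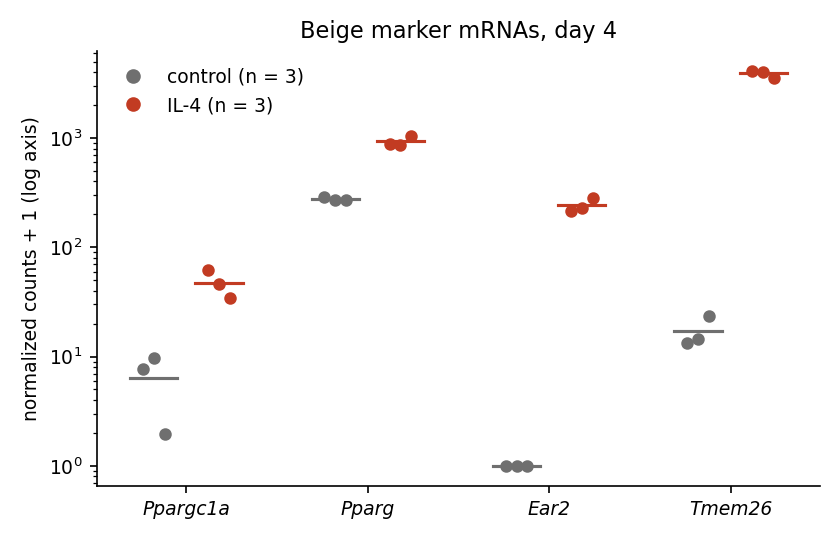
Normalized counts of Tmem26, Ear2, Pparg and Ppargc1a in the 3 control and 3 IL-4 libraries. Each point is 1 library. Tmem26 lies between 12.4 and 22.5 normalized counts in the control libraries and between 3573 and 4141 in the IL-4 libraries.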

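Of the 14009 genes tested, 809 were upregulated and 737 were downregulated after 4 days with IL-4 (log2 fold change beyond 1 in either direction and adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At any fold change, 2663 genes were higher and 2582 were lower at that adjusted p. The alternative that moved the number of upregulated genes most was limma on log2(FPKM + 1), which gave 348 upregulated and 352 downregulated genes. Among genes with at least 100 normalized counts on average and no overlap between the groups, a separation that chance gives to 10% of genes with 3 libraries against 3, the largest fitted log2 fold changes were those of Rnase2a, Chil3, Chil4, Msx3 and Car4. Rnase2a and Msx3 were at the floor in the controls, so only bounds are given for them and they cannot be ranked. Rnase2a (Entrez gene 93726) had at most 3 reads in a control library and 3610 ± 704 normalized counts (SD, n = 3) with IL-4, which is at least 1254-fold higher. Msx3 (Entrez gene 17703) had at most 2 reads in a control library and was at least 601-fold higher. Chil3 (Entrez gene 12655) had 28.2 ± 38.2 normalized counts (SD, n = 3) in controls and 69884 ± 8010 with IL-4. Its log2 fold change was 11.26 and rested on few control reads, of which control replicate 3 held 77, so that it became 13.43 without that replicate. The log2 fold changes of Chil4 (11.18) and Car4 (11.09) became 14.74 and 13.79 without the same replicate. The expected counts of Chil3 and Chil4 are not whole numbers, so some of their reads were shared. The largest falls were in Cx3cr1 (Entrez gene 13051), which decreased from 1601 ± 170 to 3.86 ± 1.13 normalized counts (SD, n = 3 each; log2 fold change -8.65), in Trem1 (-5.70), in Clec4e (-4.48), in Aif1 (-4.43) and in Coro1a (-4.03). Cx3cr1 and Aif1 are on a list of macrophage marker genes, and Chil3 is on the list of genes that macrophages express after IL-4.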

At the transcriptomic level, the expressions of 861 genes were upregulated, and those of 733 genes were downregulated upon IL-4 stimulation (log2 fold change > 1 or < -1, p.adj < 0.05); these genes are commonly enriched in several signaling pathways, including JAK-STAT, NF-kappa B, phospholipase D, and calcium signaling. However, downregulated genes were specifically enriched in the Hippo and Wnt signaling pathways, which are critical for the regulation of cell proliferation (Fig. 2B). 

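The GO biological process terms that the deposited files give for each gene were tested for enrichment with one-sided Fisher's exact tests, against the 10560 tested genes that carry a term and over 1614 terms. The term Wnt signaling pathway covers 125 of these genes, of which 8 were downregulated (6.70 expected by chance, exact p = 0.355, adjusted p = 1 with Benjamini-Hochberg adjustment). Canonical Wnt signaling pathway covers 46 genes, of which 5 were downregulated (2.47 expected, exact p = 0.0982, adjusted p = 0.623) and 7 were upregulated (2.62 expected, exact p = 0.0146, adjusted p = 0.336). Hippo signaling covers 20 genes, and none of them passed the fold change and adjusted p for downregulation. When every gene with a lower level at an adjusted p under 0.05 was counted, 7 genes of Hippo signaling were lower against 3.92 expected (exact p = 0.0791), and 29 of Wnt signaling pathway against 24.5 expected (exact p = 0.181). Lists of genes were also tested as sets with camera, on the same counts. Of the 39 tested genes for Wnt ligands, receptors and their modulators, 21 were lower and 9 were higher at an adjusted p under 0.05, and adjusted over the list alone 22 were lower and 9 were higher (median log2 fold change -0.36, camera adjusted p = 0.00176). Of 15 Wnt target genes, 8 were lower and 5 were higher, also when adjusted over the list alone (median -0.37, camera adjusted p = 0.00228). Of 20 target genes of YAP, the transcriptional coactivator that the Hippo pathway restrains, 10 were lower and 1 was higher, and adjusted over the list alone 10 were lower and 2 were higher (median -0.37, camera adjusted p = 0.0086). The calls of these 3 lists held under fry, and none of them held when camera estimated the correlation between genes, where the adjusted p was 0.303, 0.0711 and 0.303 in the same order.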

Through gene expression analysis at the transcriptomic level, a large set of genes were shown to be differentially expressed, suggesting that diverse signaling pathways are involved in the response to IL-4 stimulation.

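Across all GO biological process terms, 29 were enriched among upregulated and 52 among downregulated genes (adjusted p under 0.05 from one-sided Fisher's exact tests with Benjamini-Hochberg adjustment). With all genes past the adjusted p at any fold change in place of those beyond a log2 fold change of 1, the terms for higher genes numbered 15. The leading terms among upregulated genes were immune response (23 of 109 genes, 6.21 expected, adjusted p = 2.99e-05) and chemokine-mediated signaling pathway (10 of 20, 1.14 expected, adjusted p = 2.99e-05). The leading terms among downregulated genes were inflammatory response (36 of 179, 9.59 expected, adjusted p = 5.62e-09) and cell adhesion (38 of 227, 12.2 expected, adjusted p = 2.19e-07). Several terms were enriched in both directions. Inflammatory response also covered 24 upregulated genes (10.2 expected, adjusted p = 0.00967), and chemokine-mediated signaling pathway 6 downregulated genes (1.07 expected, adjusted p = 0.0229). Among terms for pathways that Fig. 2B concerns, JAK-STAT cascade covered 3 upregulated genes of 14 (0.80 expected, exact p = 0.0419, adjusted p = 0.483), and calcium-mediated signaling 5 of 32 (1.82 expected, exact p = 0.0332, adjusted p = 0.443). Calcium ion transport was enriched among downregulated genes (10 of 55, 2.95 expected, adjusted p = 0.026). Phospholipase C-activating G-protein coupled receptor signaling pathway was enriched among upregulated genes (7 of 26, 1.48 expected, adjusted p = 0.0322). This term is not the phospholipase D signaling that the paper names. Brown fat cell differentiation was enriched among upregulated genes (8 of 28, 1.60 expected, adjusted p = 0.0114). From the large set of differentially expressed genes, the paper proposes that diverse signaling pathways take part in the response to IL-4.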

**Fig. 2:**
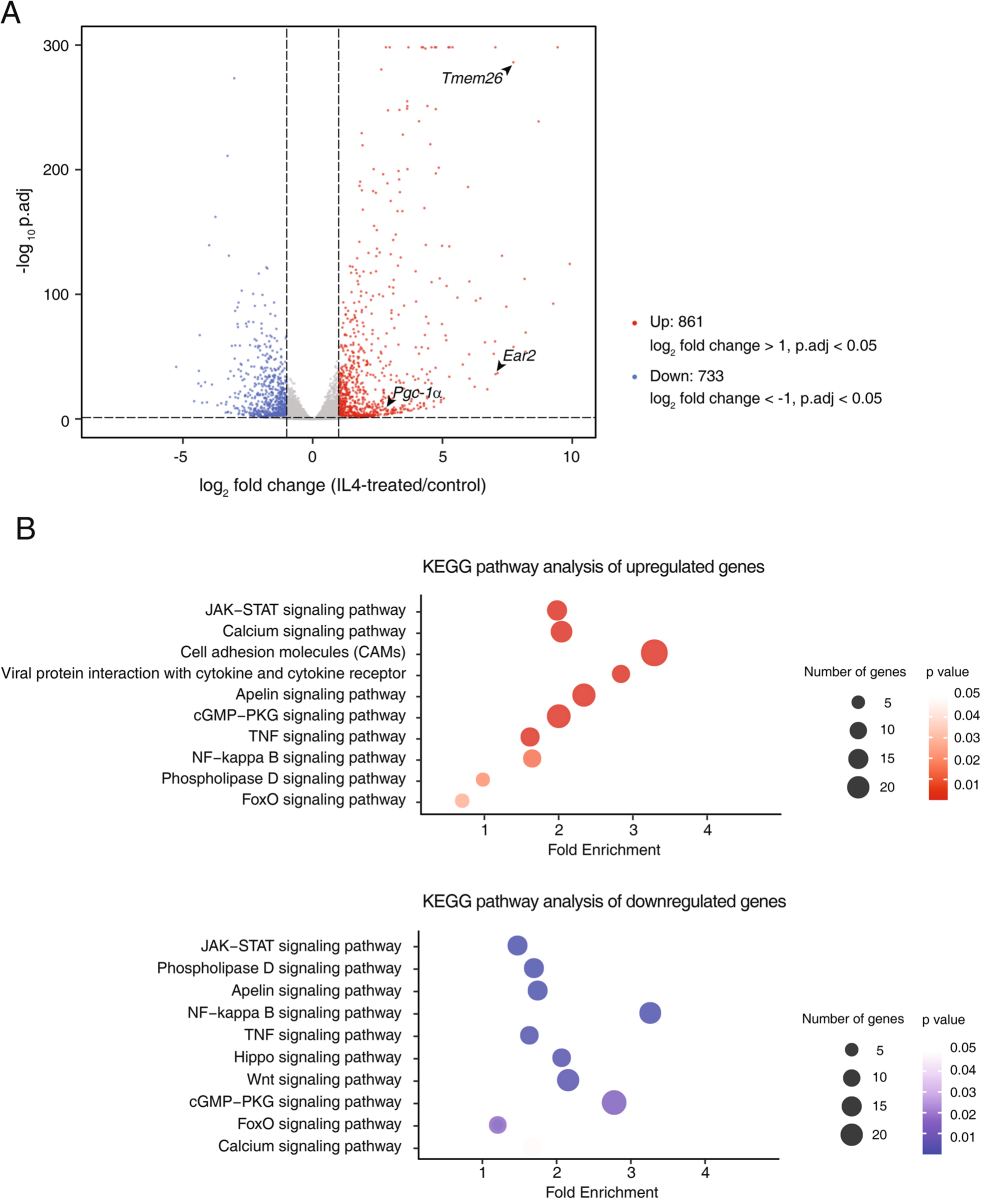
Differentially expressed genes in IL-4–treated APs. **A** Transcriptomic analysis of control and IL-4–treated APs (four-day sample). The mRNA-seq results are presented as a volcano plot (Total 18,345 genes). The genes of log2 fold change > 1 (red) or < -1 (blue) with p.adj < 0.05 are highlighted. *Pgc1-α*, *Ear2*, and *Tmem26* are labeled as the beige adipogenic markers. **B** KEGG pathway analysis of upregulated (log2 fold change > 1, p.adj < 0.05, upper panel, red) and downregulated (log2 fold change < -1, p.adj < 0.05, lower panel, blue) genes. The number of genes that belongs to each pathway is indicated by circle size and significance (p-value) is presented by color

### A group of microRNAs encoded in the H19X locus of the genome is upregulated immediately upon IL-4 stimulation

miRNA is one of the important factors that constitute the regulatory network governing gene expression. Therefore, to reveal another layer of gene expression regulation, we analyzed the abundance of miRNAs on a global scale. For small RNA sequencing, we harvested APs incubated with IL-4 for two days, which allowed the detection of early response miRNAs. 

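Small RNA libraries were made from 2 control cultures and 2 cultures incubated with IL-4, harvested on day 2. The authors trimmed and quality-filtered the reads, aligned them to the mouse genome, miRBase v21 and Rfam, and counted reads per precursor and arm with the Quantifier module of miRDeep2. The deposited values are raw read counts. A mature miRNA that arises from several precursors is counted at each of them, as 94 miRNAs were, and its largest count was used. Mature miRNAs held 23790821 and 32004058 reads in the control libraries and 27971661 and 32061504 reads in the IL-4 libraries. The 10 most abundant miRNAs took 62.0% to 65.4% of these reads. At least 1 read was found for 1239 miRNAs in any library and for 834 in all 4 libraries. After the filter on low counts, 640 miRNAs were compared with edgeR's quasi-likelihood test on TMM-scaled counts. The biological coefficient of variation was 0.227. With 2 cultures per group, values are given without an exact test on single miRNAs, since its smallest p would not pass a threshold of 0.05.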

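At a fold change beyond 2 and an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 18 miRNAs were upregulated and 4 were downregulated in APs after 2 days with IL-4. No miRNA passed an adjusted p of 0.05 with Benjamini-Hochberg adjustment, and 39 of the 640 had an unadjusted p under 0.05. The smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0866. Among the alternatives, the number upregulated beyond 2-fold ranged from 0 at the adjusted p to 35 without the filter on low counts. With DESeq2 in place of edgeR, 12 miRNAs had an adjusted p under 0.05 with Benjamini-Hochberg adjustment, and 9 of them are in Table 1. With edgeR, a replicate block gave 31 miRNAs at that adjusted p (11 of them in Table 1), no filter 16 (10 in Table 1) and library totals 6 (all 6 in Table 1). All 4 miRNAs downregulated beyond 2-fold, miR-1247-3p, miR-466g, miR-1247-5p and miR-669f-5p, had few reads, and miR-1247-5p was the most abundant with 28 and 47 reads in the control libraries and 10 and 27 in the IL-4 libraries. The value for miR-219a-5p, 4.87-fold, rested on a single library, since it was read 165 and 195 times in the controls, 1644 times in IL-4 replicate 1 and 203 times in IL-4 replicate 2. Without IL-4 replicate 1, its fold change was 0.847.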

Six miRNAs were upregulated by > twofold upon IL-4 stimulation, and no miRNAs were downregulated by > twofold (Fig. 3A, Additional file 1: Fig. S2, and Additional file 3: Table S2). Eighteen upregulated and two downregulated miRNAs were found when a 1.5-fold change cut-off was applied (Fig. 3A and Additional file 3: Table S2). 

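With a fold change beyond 1.5 and the same unadjusted p, 29 miRNAs were upregulated and 10 were downregulated. All 18 upregulated and both downregulated miRNAs of Table S2 that pass the paper's thresholds were among them. The other 11 upregulated and 8 downregulated miRNAs were called here only. Outside Table 1, miR-147-3p rose 3.23-fold (123 and 103 reads in the controls, 437 and 425 with IL-4, unadjusted p = 0.00112 from edgeR's quasi-likelihood test). miR-1298-5p rose 2.39-fold (90 and 122 reads against 253 and 339, unadjusted p = 0.00101 from edgeR's quasi-likelihood test). The downregulated miRNA with the most reads was miR-125a-5p, with 194861 and 206644 reads in the controls and 105429 and 185280 with IL-4, a fold change of 0.598. Its fold change ranged from 0.508 to 0.692 when each library was left out in turn.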

Of the 18 upregulated miRNAs, eleven were encoded by *miR-322*, *miR-503*, *miR-351*, *miR-542*, *miR-450a*, and *miR-450b* genes in the H19X locus of the genome (Fig. 3B and Table 1). 

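Table 1 lists 13 mature miRNAs from the H19X locus, and 12 of them were upregulated by more than 1.5-fold with an unadjusted p under 0.05. The same 12 were higher in both IL-4 libraries than in both control libraries, and 12 had an adjusted p under 0.05 from edgeR's quasi-likelihood test when adjusted over the list alone. The study chose this list on these samples, so the latter number is not independent evidence. miR-503-5p (UAGCAGCGGGAACAGUACUGCAG) rose from 195 ± 53.5 to 709 ± 73.2 normalized counts (SD, n = 2 each), a fold change of 3.64. miR-450b-5p (UUUUGCAGUAUGUUCCUGAAUA) rose 3.50-fold, from 5911 ± 1668 to 20660 ± 6320 normalized counts (SD, n = 2 each). miR-351-3p had a fold change of 3.14 with 88 and 103 reads in the controls and 328 and 373 with IL-4. The most abundant of the 13 was miR-351-5p (UCCCUGAGGAGCCCUUUGAGCCUG), with 98430 ± 14270 normalized counts in control and 200200 ± 1270 in IL-4–treated APs (SD, n = 2 each), a fold change of 2.03. miR-322-5p (CAGCAGCAAUUCAUGUUUUGGA) rose 2.46-fold, from 55800 ± 25660 to 137200 ± 42290 normalized counts (SD, n = 2 each). With each library left out in turn, its fold change ranged from 1.89 to 3.66. miR-542-3p rose 2.73-fold and miR-450a-5p 2.51-fold. Of the other strands, miR-450a-1-3p rose 2.71-fold, miR-322-3p 2.24-fold, miR-503-3p 2.16-fold and miR-450b-3p 1.92-fold. miR-542-5p was close to the threshold at 1.51-fold, and its fold change was 1.35 without IL-4 replicate 2. miR-450a-2-3p was read 11 and 4 times in the controls and 21 and 16 times with IL-4, too few reads to tell its fold change of 2.07 from 1 (unadjusted p = 0.171 from edgeR's quasi-likelihood test).

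**Figure D2:**
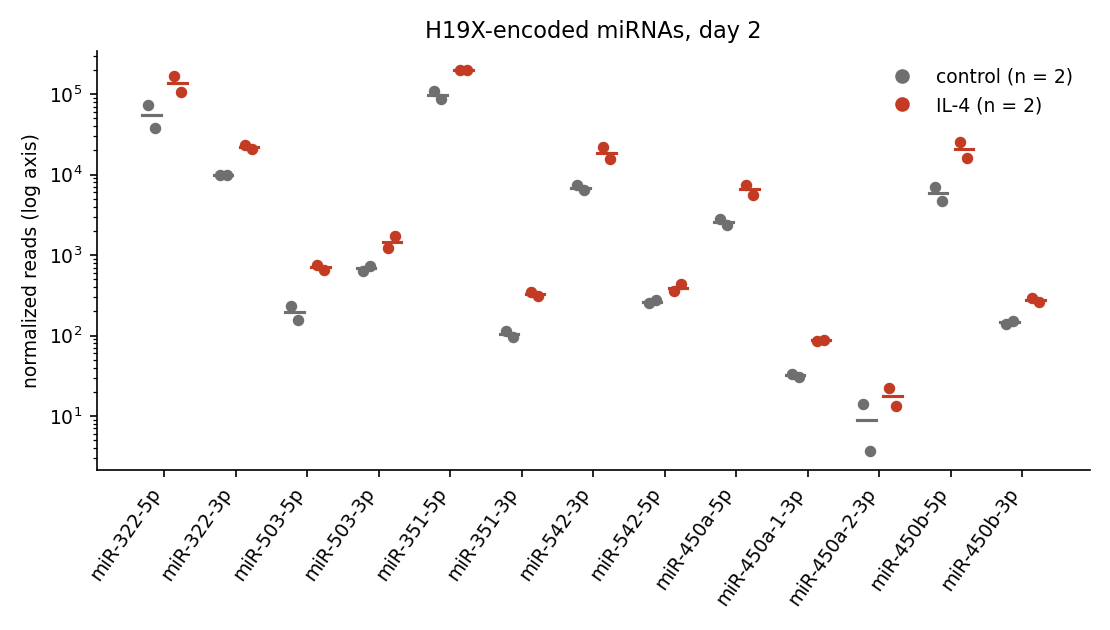
Normalized counts of the 13 H19X miRNAs of Table 1 in the 2 control and 2 IL-4 small RNA libraries, on a log axis. Each point is 1 library. Both IL-4 libraries lie above both controls for 12 of the 13 miRNAs.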

To measure the levels of primary transcripts, the regions adjacent to the *miR-322, miR-351*, and *miR-542* hairpin structures were analyzed via quantitative RT-PCR. The levels of primary transcripts started to increase after two days of incubation with IL-4, albeit slightly, and increased by more than six-fold after four days (Fig. 3C). Mature miRNA levels increased by more than six-fold after four days of incubation with IL-4 (Fig. 3D). Together, these results indicate immediate transcriptional activation of H19X-encoded miRNAs upon IL-4 stimulation.

**Fig. 3:**
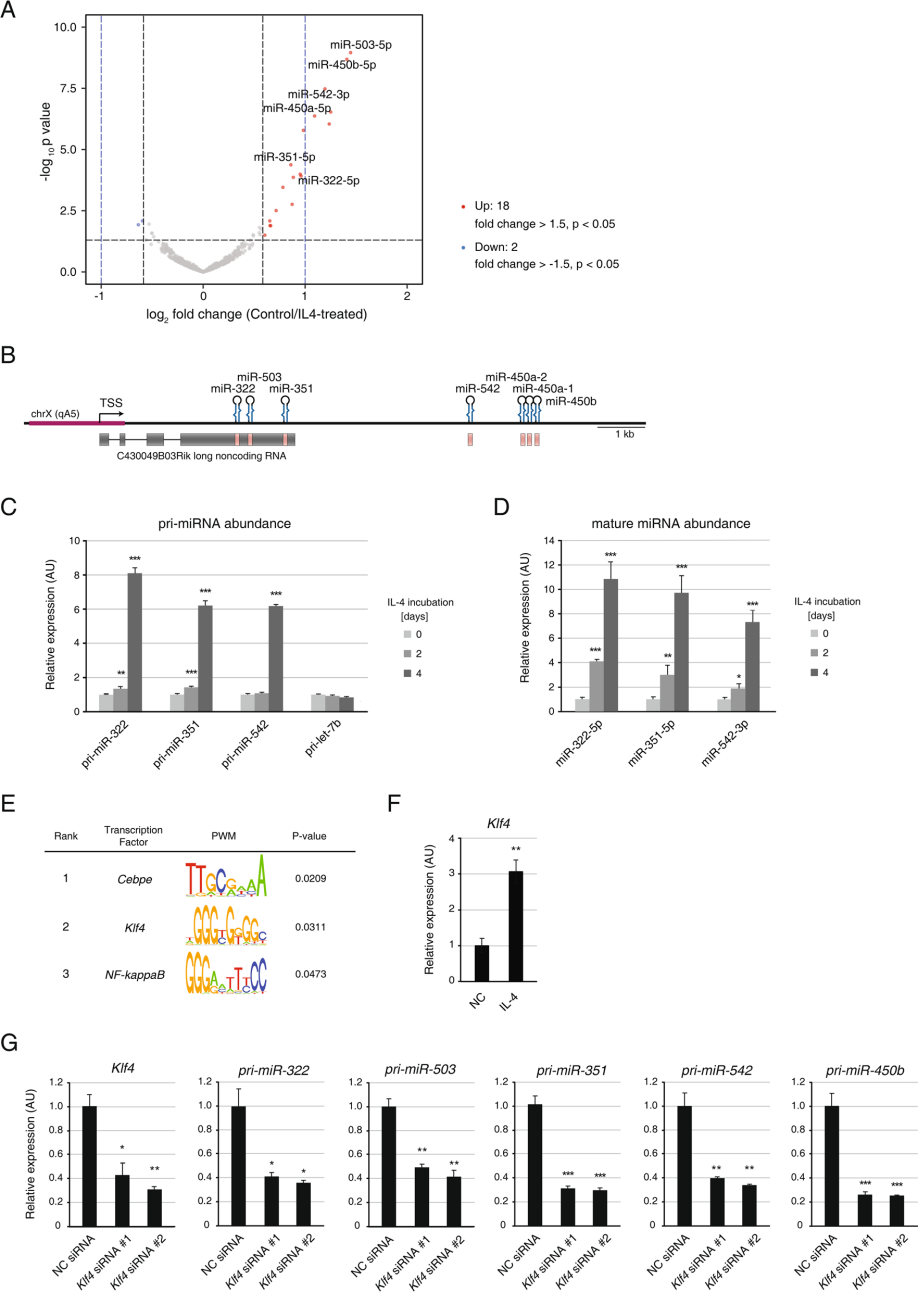
Differentially expressed miRNAs in IL-4–treated Aps. **A** The analysis of differentially expressed miRNAs using the small RNA sequencing data of control and IL-4–treated APs (two-day sample). Differentially expressed miRNAs in IL-4–treated APs are marked on the volcano plot as follows, fold change > 1.5 (red) or < -1.5 (blue), *p* < 0.05. The vertical dashed lines indicate the fold change of 1.5 (black) and 2.0 (blue). **B** The genomic structure of the H19X-encoded locus. miRNA genes are indicated by pink bars. The genomic region used for transcription factor enrichment analysis is marked with a red line. **C** The primary transcripts of *miR-322*, *miR-351*, and *miR-542* were examined by qPCR for the expression levels in APs incubated with IL-4 for 0, 2, and 4 days (n = 3). The *let-7b* primary transcript was used as a control. **D** The abundance of mature miRNAs, miR-322-5p, miR-351-5p, and miR-542-3p were examined by qPCR in APs incubated with IL-4 for 0, 2, and 4 days (n = 3). **E** Transcription factor enrichment analysis for the promoter region of H19X-encoded miRNAs. Top-ranked transcription factors are presented in the table. **F** *Klf4* mRNA levels were measured by qPCR in APs incubated with IL-4 for four days (n = 3). **G** *Klf4* mRNA and primary transcripts of *miR-322*, *miR-503, miR-351*, *miR-542*, and *miR-450b* were analyzed by qPCR for the expression levels after APs were treated with *Klf4* siRNA (n = 3). Data are presented as mean ± SEM. ***p < 0.005, **p < 0.01, *p < 0.05

**Table 1:** Differentially expressed microRNAs in IL-4–stimulated adipocyte precursors

miRNA	Fold change	p-value	Genomic location	Major strand in miRBase
mmu-miR-503-5p	2.724024	1.10E-09	chrX: 53,053,984–53,054,054 [-]	*
mmu-miR-503-3p	1.845585	0.000137	chrX: 53,053,984–53,054,054 [-]	
mmu-miR-450b-5p	2.655063	2.06E-09	chrX: 53,047,997–53,048,078 [-]	*
mmu-miR-450b-3p	1.642237	0.003114	chrX: 53,047,997–53,048,078 [-]	
mmu-miR-351-5p	1.814575	4.21E-05	chrX: 53,053,255–53,053,353 [-]	*
mmu-miR-351-3p	2.379414	2.93E-07	chrX: 53,053,255–53,053,353 [-]	
mmu-miR-322-5p	1.944725	0.000121	chrX: 53,054,255–53,054,349 [-]	*
mmu-miR-322-3p	1.976286	1.65E-06	chrX: 53,054,255–53,054,349 [-]	
mmu-miR-542-5p	1.37794	0.050677	chrX: 53,049,403–53,049,487 [-]	
mmu-miR-542-3p	2.288134	3.33E-08	chrX: 53,049,403–53,049,487 [-]	*
mmu-miR-450a-5p	2.132565	4.26E-07	chrX: 53,048,154–53,048,244 [-]	*
mmu-miR-450a-1-3p	1.830931	0.001734	chrX: 53,048,154–53,048,244 [-]	
mmu-miR-450a-2-3p	1.219066	0.269456	chrX: 53,048,299–53,048,367 [-]	

Next, we searched for candidate transcription factors responsible for the upregulation of the H19X-encoded miRNAs. The transcription start site (TSS) for the *miR-322*, *miR-503*, *miR-351*, *miR-542*, *miR-450a*, and *miR-450b* genes was predicted by the microTSS machine learning algorithm developed by Georgakilas et al. [56], indicating chrX:53,057,195 in the mouse mm10 genome. 

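Position 53057195 of chromosome X in mm10 (GRCm38), on the minus strand, lies 5 bases upstream of the annotated 5′ end of the noncoding gene C430049B03Rik at 53057190. The 20 bases upstream of this site are CTAGGGCTGCTGCGGACCAC, and the sequence from the site onward is TGGGCGCTGGCTGCTCCCGCT. The region from 1500 bases upstream to 500 bases downstream runs from 53056695 to 53058695, with a GC content of 55.9% and 95 CG dinucleotides. All 7 hairpins of the locus lie downstream on the same strand. The hairpin of miR-322 starts 2846 bases from the TSS (53054255 to 53054349), that of miR-503 3141 bases (53053984 to 53054054) and that of miR-351 3842 bases (53053255 to 53053353). These hairpins lie inside exon 4 of the RefSeq transcripts of C430049B03Rik, which spans 53053112 to 53055490. The hairpin of miR-542 starts 7708 bases from the TSS (53049403 to 53049487). The hairpins of miR-450a-2, miR-450a-1 and miR-450b follow at 8828, 8951 and 9117 bases, beyond the end of the annotated transcript. miR-450a-5p has the same sequence, UUUUGCGAUGUGUUCCUAAUAU, in both miR-450a hairpins. Plac1 (53069995 to 53240111) lies upstream on the same strand. In the mRNA-seq libraries of day 4, C430049B03Rik (Entrez gene 72575) rose from 82.3 ± 11.4 to 396 ± 53.8 normalized counts (SD, n = 3 each), with 73 to 97 reads per control library and 326 to 440 per IL-4 library.

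**Figure D3:**
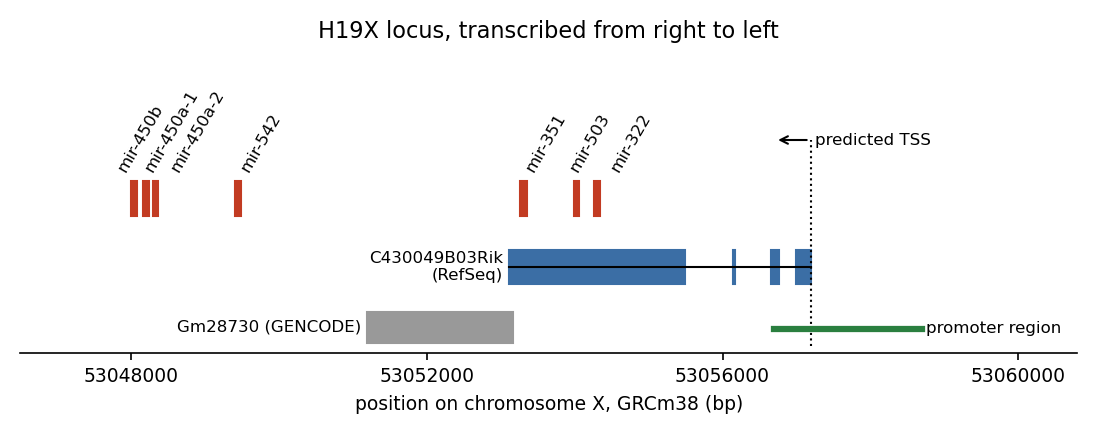
Map of the H19X locus on chromosome X of GRCm38, drawn to scale in bases, with the TSS at 53057195, the exons of C430049B03Rik and the 7 miRNA hairpins. Transcription runs from the TSS towards lower coordinates, and the hairpins lie between 2846 and 9117 bases from it.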

We performed transcription factor enrichment analyses for the 2 kb surrounding the TSS sequences and found the transcription factors, *Cebpe*, *Klf4*, and *NF-kappaB* to be the most enriched (Fig. 3E). In particular, *Klf4* was significantly upregulated by IL-4 stimulation of the APs (Fig. 3F and Additional file 2: Table S1). 

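Klf4 (Entrez gene 16600, chromosome 4 from 55527137 to 55532475) had 1317 ± 37.6 normalized counts (SD, n = 3) in control APs and 6764 ± 353 (SD, n = 3) after 4 days with IL-4, measured by mRNA-seq. The log2 fold change was 2.36 (standard error 0.06, adjusted p = 1.64e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.32 and 2.39 when each library was left out in turn. Nfkb1 (Entrez gene 18033) rose by a log2 fold change of 0.84 (adjusted p = 2.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No change was detected for Rela (Entrez gene 19697), at a log2 fold change of 0.02 (standard error 0.05). It was -0.15 with library totals and on log2(FPKM + 1), close to the shift of all genes under these settings (medians of -0.17 and -0.13). Cebpe was read 4 to 16 times per library in both groups, which was too few for a test.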

The knockdown of *Klf4* resulted in the downregulation of the primary transcripts of H19X-encoded miRNAs including *miR-322, miR-503, miR-351, miR-542* and *miR-450b* (Fig. 3G). These results suggest that KLF4 transcriptionally activates the expression of H19X-encoded miRNAs in APs upon IL-4 stimulation.

### IL-4-upregulated miRNAs target Wnt signaling pathway genes

To investigate the function of H19X-encoded miRNAs, we examined their target genes. Although both strands of miRNA duplexes were detected in small RNA sequencing results, only the major strands of mature miRNAs, that is, miR-322-5p, miR-503-5p, miR-351-5p, miR-542-3p, miR-450a-5p, and miR-450b-5p, were counted for the target analysis because the specific miRNA strand selected by Ago protein shows higher abundance and consequently tends to play a significant role in biological processes (Table 1) [26]. 

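In the small RNA libraries, the strand that Table 1 marks as major took between 79.4% and 99.9% of the reads of its hairpin for all H19X miRNAs except miR-503. The share of miR-322-5p was 88.3% and 79.4% in the control libraries and 87.8% and 83.8% in the IL-4 libraries. For miR-503, the 5p strand took 26.9% and 17.7% of the reads in the controls and 38.4% and 27.5% with IL-4, so that miR-503-3p was the more abundant strand in all 4 libraries. The reads of miR-503-5p numbered 182 and 168 in the control libraries and 712 and 799 in the IL-4 libraries, against 494 and 780, and 1141 and 2103, for miR-503-3p. miR-450a-5p can arise from both miR-450a hairpins and was set against miR-450a-1-3p.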

Through computational analysis, we found that six miRNAs shared a large set of mRNA targets (Fig. 4A). The overlapping targets of these miRNAs were 2355 genes, and 176 of these genes were targeted by more than three of the miRNAs. In particular, miR-322-5p and miR-503-5p, which both belong to the *miR-15* family, share 38.1% and 37.9% of their target genes, respectively. miR-450b-5p and miR-542-3p share 2052 target genes, accounting for 42.3% of miR-450b-5p target genes and 38.3% of miR-542-3p target genes. 

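Sites that pair with nucleotides 2 to 8 of each miRNA were located in the longest annotated 3′ UTR of 20352 mouse genes (GENCODE M21). No conservation or context score was applied, so these are counts of sequence matches. The site of miR-322-5p (UGCUGCU) occurred in 4211 genes (20.7%) and that of miR-503-5p (CGCUGCU) in 811 (4.0%). The site of miR-542-3p (CUGUCAC) occurred in 2878 genes, that of miR-351-5p (CUCAGGG) in 2726, that of miR-450b-5p (CUGCAAA) in 2457 and that of miR-450a-5p (UCGCAAA) in 217. miR-322-5p and miR-503-5p shared 333 genes, which are 7.9% of the genes with a miR-322-5p site and 41.1% of those with a miR-503-5p site, where independent sites would share 168. Both miRNAs hold AGCAGC in the seed, and their counted sites differ only in the first base. A shorter site that pairs with AGCAGC alone would be common to both and was not counted. This overlap is therefore not comparable with the shares that the paper gives. miR-450b-5p and miR-542-3p shared 637 genes (25.9% and 22.1%), where independent sites would share 347. Longer 3′ UTRs hold more sites of any sequence, which these expected numbers do not take into account. Sites for at least 2 of the miRNAs were found in 3310 genes (16.3%), and sites for at least 4 in 205 genes.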

As a collaboration of miRNAs in the same cluster can show greater effects on target genes [37, 57], we investigated the physiological role of IL-4-upregulated miRNAs by focusing on shared target genes. Top-ranked KEGG pathways enriched in shared target genes indicated that these miRNAs may regulate Wnt and JAK-STAT signaling cooperatively (Additional file 1: Fig. S3). We then compared the shared target genes with the IL-4-downregulated genes. 

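The paper's Table S3 lists 381 genes as shared targets of the 6 miRNAs, and 378 of them were tested in the mRNA-seq data of day 4. All 378 had a negative log2 fold change, with a median of -0.54, and 370 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A log2 fold change below -1 at that adjusted p was found for 98 of them (25.9%). In the paper's own column of log2 fold changes in Table S3, 101 of the 381 genes are below -1. Genes of Table S3 have longer 3′ UTRs (median 2676 nucleotides) than all tested genes (1204 nucleotides) or the genes lower at an adjusted p under 0.05 (1346 nucleotides). Sites for at least 2 of the 6 miRNAs were found in 195 of the 378 genes (51.6%), against 19.8% of 13315 tested genes with an annotated 3′ UTR and 21.1% of 2527 lower genes. The study picked the genes of Table S3 as downregulated in these same libraries and as predicted targets. Neither their lower levels nor their larger share with sites is therefore independent evidence.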

Among the 733 genes downregulated by IL-4, 381 genes were shared targets of six IL-4-upregulated miRNAs, which are enriched in the Wnt signaling pathway (Fig. 4B and Additional file 4: Table S3). In this gene set, Wnt signaling pathway genes constitute a functional module that forms the gene regulatory network (Fig. 4C).

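The module in Fig. 4C holds Gfra1, Lif, Fzd6, Ctnnd1, Ccnd1, Znrf3, Net1, Mmp17, Fzd3 and Fzd5. All 10 genes were lower in IL-4–treated APs on day 4 at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and also when adjusted over the list alone. The study picked these genes from the same libraries, so this is not independent evidence. Ccnd1 (Entrez gene 12443, chromosome 7 from 144929931 to 144939831) decreased from 5977 ± 325 to 2553 ± 144 normalized counts (SD, n = 3 each), a log2 fold change of -1.23. Fzd6 (Entrez gene 14368) decreased from 149 ± 11.7 to 56.2 ± 14.1 normalized counts (SD, n = 3 each), a log2 fold change of -1.41. The log2 fold changes were -1.19 for Gfra1, -0.90 for Fzd3, -0.83 for Fzd5, -0.77 for Lif, -0.68 for Mmp17, -0.53 for Ctnnd1 and -0.45 for Net1. Znrf3 changed least, at -0.37 (adjusted p = 0.0259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass an adjusted p of 0.05 in 3 of the fits that left out a library. Each gene had at least 1 site for the 6 miRNAs in its longest annotated 3′ UTR. Fzd3, whose 3′ UTR is 10270 nucleotides long, had 10 matches, but 5 of them, for miR-322-5p, overlap in a repeat between nucleotides 5434 and 5452. Lif had 6 sites, Ccnd1 and Mmp17 4 each, and Ctnnd1 and Net1 1 each. Fzd6 had 2 sites of miR-450b-5p and 0 of miR-542-3p. Only full matches to nucleotides 2 to 8 were counted, so a count of 0 does not exclude shorter sites. The paper names sites of miR-542-3p in Fzd6 and found lower reporter activity with this miRNA. The sites of miR-503-5p in Ccnd1 lie at nucleotides 1730 to 1736 and 1807 to 1813 of the 3′ UTR, in the sequences CGGCTCCTCTCATGGCGCTGCTACCGA and CTTTCACGTTGTTTTCGCTGCTATTGG. The counted site of miR-322-5p in Ccnd1 lies at nucleotides 2206 to 2212, in TTGTGCATGCCACCATGCTGCTGGCCC. Both sequences given for miR-503-5p also hold GCTGCTA, whose GCTGCT pairs with AGCAGC in the seed of miR-322-5p. Such shorter matches were not counted, and the paper gives 3 sites of miR-322-5p in Ccnd1. The paper reasons that miRNAs of one cluster can have greater effects on targets they share, and states that the genes of Wnt signaling among these targets form a functional module (Fig. 4C).

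**Figure D4:**
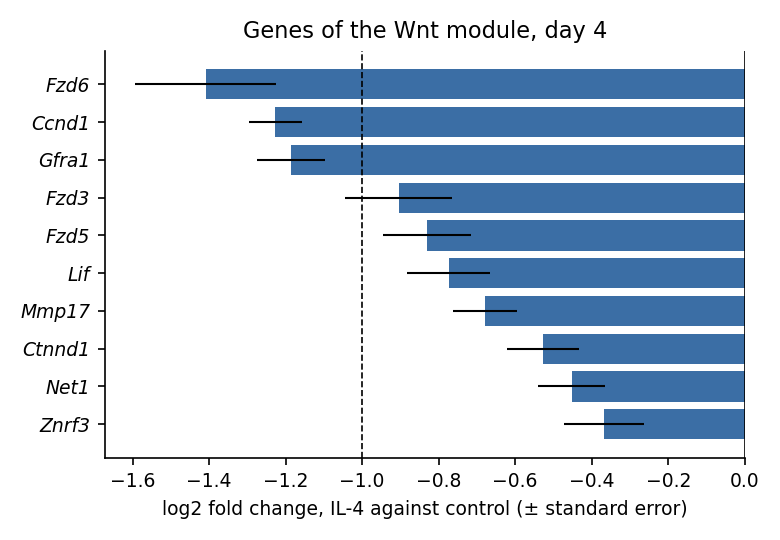
Log2 fold changes of the 10 module genes in IL-4–treated against control APs on day 4 (mRNA-seq, 3 libraries per group). Bars are estimates and lines are standard errors. The values lie between -1.41 for Fzd6 and -0.37 for Znrf3.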

**Fig. 4:**
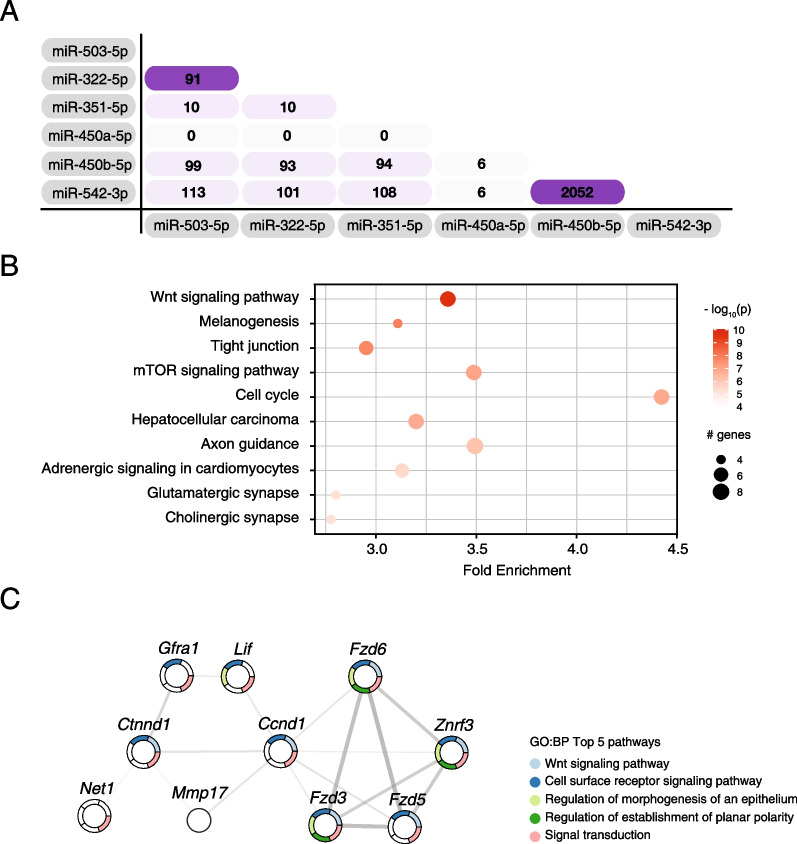
H19X-encoded miRNAs share target genes enriched in Wnt signaling pathways. **A** Analysis of shared target genes of H19X-encoded miRNAs using TargetScan. The numbers of overlapping target genes are presented in the table. **B** KEGG pathway analysis of genes that are downregulated by IL-4 and targeted by two or more miRNAs. **C** A functional module analysis for genes that are downregulated by IL-4 and targeted by two or more miRNAs. Among several cluster modules, a regulatory network of Wnt signaling–related genes is shown

### Wnt signaling–related genes, Ccnd1 and Fzd6, are downregulated by IL-4-upregulated miRNAs

Next, we validated whether Wnt signaling–related genes were repressed by IL-4-upregulated miRNAs. Among the 10 genes of the cluster module (Fig. 4C), the expression levels of *Ccnd1* and *Fzd6* consistently decreased with the transfection of APs with the relevant miRNA (Fig. 5a and b). *Ccnd1*, which contains three binding sites for miR-322-5p, two binding sites for miR-503-5p, and one binding site for miR-450b in the 3′ UTR, was downregulated at both the mRNA and protein levels by miR-322-5p and miR-503-5p transfection (Fig. 5A and B). The mRNA levels of the *Fzd6* gene with multiple binding sites for miR-450b-5p and miR-542-3p were reduced by the relevant miRNAs (Fig. 5A). Direct targeting of miRNAs to the predicted binding sites was examined using luciferase reporter assays (Fig. 5C). The 3′UTR 1687–2033 nt region of *Ccnd1* was shown to induce the repression of luciferase activity upon miR-322-5p or miR-503-5p transfection when fused to the luciferase open reading frame. The 3′UTR 101–322 nt or 536–898 nt regions of *Fzd6* also decreased luciferase activity with miR-450b-5p or miR-542-3p transfection. These results indicate that IL-4-upregulated miRNAs directly regulate several Wnt signaling–related genes in APs.

**Fig. 5:**
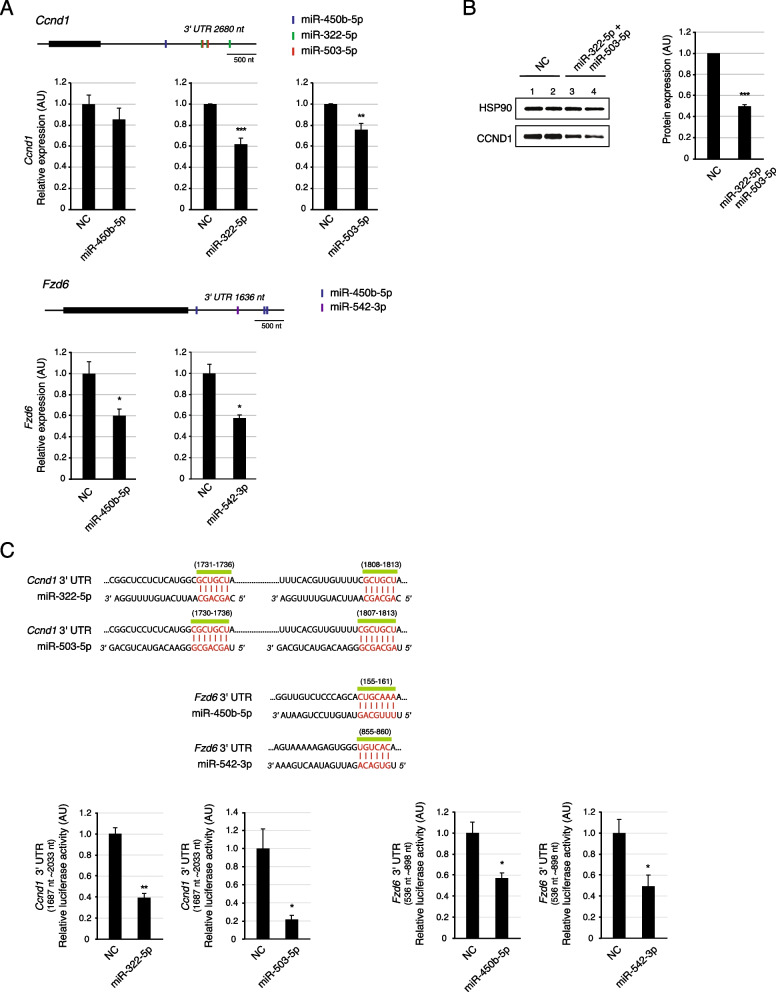
*Ccnd1* and *Fzd6* are repressed by H19X-encoded miRNAs. **A** The gene structures of *Ccnd1* and *Fzd6* are shown with binding sites for H19X-encoded miRNAs in the 3′ UTR. Ccnd1 mRNA expression was significantly repressed by mimic treatment of miR-322-5p or miR-503-5p, and not miR-450b-5p. Fzd6 mRNA levels were reduced by approximately 40% upon mimic treatment of miR-450b or miR-542-3p (n = 3). **B** The CCND1 protein levels decreased with miR-322-5p and miR-503-5p mimic treatment. The quantified signal intensities in the western blotting are presented as a bar graph (n = 2). **C** The positions and sequences of miRNA binding sites in the 3′ UTR of Ccnd1 and Fzd6 are presented (upper panel). The seed region of miRNA is highlighted in red and is base paired with the matched sequence of each target mRNA. The binding activity of miRNAs to the predicted sites in 3′ UTR was measured using a dual-luciferase reporter assay (n = 3). The luciferase activity was reduced by transfection of the corresponding miRNA when the reporter contained the 3′ UTR fragment of *Ccnd1* or *Fzd6. *Data are presented as mean ± SEM. ***p < 0.005, **p < 0.01, *p < 0.05

### miRNA/Wnt regulatory feedback circuit controls the proliferation and commitment of APs

A previous study has found that the levels of miR-322-5p, miR-322-3p, miR-503-5p, miR-351-5p, and miR-542-5p decreased in the 3T3-L1 preadipocyte cell line upon treatment with the Wnt activator LiCl [58]. In addition, eight mature miRNAs were substantially downregulated, of which five were derived from the H19X genomic locus. Therefore, we evaluated the expression levels of miR-322-5p, miR-351-5p, and miR-542-3p after LiCl treatment in APs of scWAT and confirmed that their expression was downregulated by approximately 50% upon the activation of Wnt signaling (Fig. 6A). In addition, LiCl increased the expression of the Wnt signaling–related genes *Ccnd1* and *Fzd6*; this increase was attenuated by the addition of the relevant miRNAs (Fig. 6B). These results suggest that Wnt signaling–related genes and H19X-encoded miRNAs form a double-negative feedback loop in APs.

**Fig. 6:**
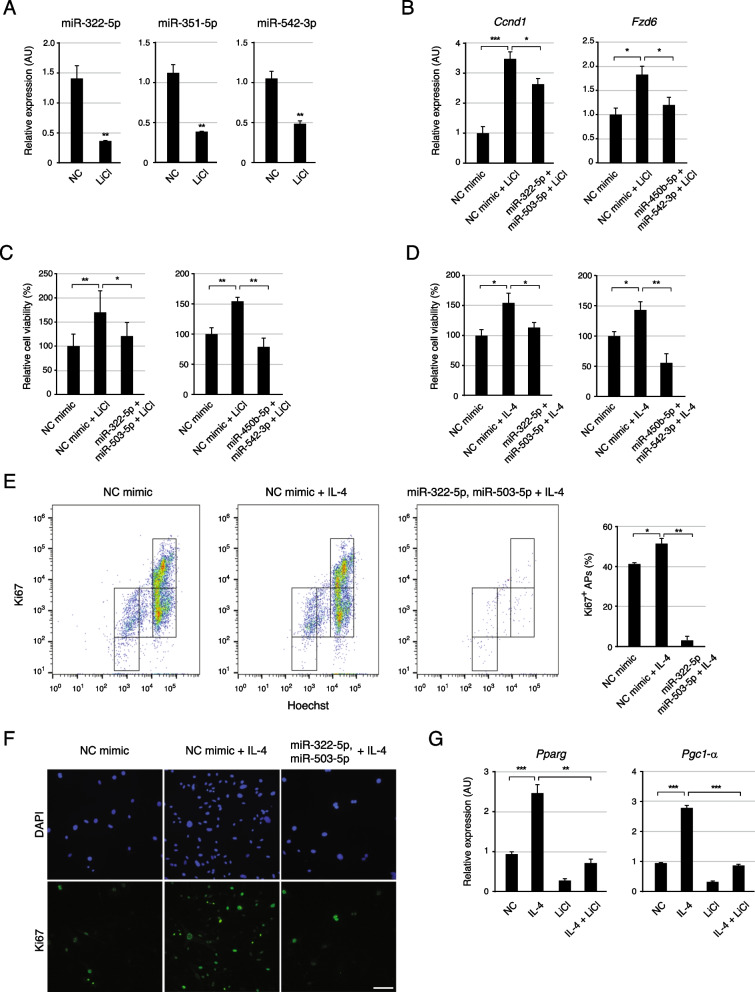
The negative feedback loop of miRNA/Wnt affects the proliferation and beige commitment in IL4-treated Aps. **A** LiCl treatment reduced the abundance of mature miRNAs to less than half that observed in control APs. miR-322-5p, miR-351-5p, and miR-542-3p were examined by qPCR as representatives of H19X-encoded miRNAs (n = 3). **B** The mRNA expression levels of Wnt signaling–related genes were measured by qPCR (n = 3). LiCl treatment increased the mRNA levels of *Ccnd1* and *Fzd6*. The transfection of miRNA mimics together with LiCl treatment alleviated the effect of the Wnt activator, LiCl. **C**, **D** The proliferation of APs was analyzed by MTT assay (n = 3). **C** LiCl treatment enhanced the cell proliferation, and transfection of miR-322-5p/miR-503-5p and miR-450b-5p/miR-542-3p mimics lowered the LiCl-induced proliferation. **D** IL-4-induced cell proliferation was suppressed by the transfection of miR-322-5p/miR-503-5p and miR-450b-5p/miR-542-3p mimics. **E**, **F** The proliferation of APs was analyzed by flow cytometry (**E**) and immunocytochemistry (**F**). The percentage of Ki67-positive cells increased after six days of incubation in IL-4 containing medium but decreased upon additional transfection of miR-322-5p/miR-503-5p mimics. Scale: 100 µm **G** The mRNA expression levels of beige adipogenic markers were measured by qPCR (n = 3). IL-4-induced upregulation of *Pparg* and *Pgc1-α* expressions was compromised by LiCl treatment. Data are presented as mean ± SEM. ***p < 0.005, **p < 0.01, *p < 0.05.

We then investigated whether the Wnt/miRNA regulatory circuit is involved in cellular expansion by MTT proliferation assay. LiCl increased the proliferation of APs by more than 1.5-fold compared to that observed in the non-treated control cells; however, miR-322-5p/miR-503-5p and miR-450b-5p/miR-542-3p suppressed the effect of LiCl (Fig. 6C). The IL-4-induced cellular expansion (~ 1.5 fold) was attenuated by miR-322-5p/miR-503-5p and miR-450b-5p/miR-542-3p (Fig. 6D). In addition, the regulatory effect of the miRNAs on IL-4-induced proliferation was also examined using APC staining coupled with Ki67, a nuclear marker for proliferating cells, followed by flow cytometry analysis. Indeed, IL-4 stimulation increased the AP cell number by 1.7 fold than that seen with the controls; however, this effect was abolished in the presence of the miR-322-5p and miR-503-5p mimics (Additional file 1: Fig. S4A). Similarly, immunofluorescence imaging revealed that Ki67-positive proliferating cells constituted 54% in IL-4–treated APs and 41.9% in control cells. However, in APs treated with IL-4 and miR-322-5p/miR-503-5p mimics, Ki67-positive cells constituted only 4.5% (Fig. 6E). The suppression of IL-4 induced proliferation by miR-322-5p and miR-503-5p mimics was also confirmed by immunocytochemistry (Fig. 6F). Next, we examined the effect of Wnt signaling on the beige commitment of bipotential APs. The IL-4-mediated commitment to beige adipocyte lineage was abolished by LiCl-induced Wnt signaling activation (Fig. 6G and Additional file 1: Fig.S4B). These results indicate that the Wnt/miRNA regulatory circuit controls the proliferation and commitment of APs under type 2 cytokine stimulation.

### H19X-encoded miRNAs affect the differentiation potential of APs

H19X-encoded miRNAs were more abundant in APs than in the adipocyte differentiation state (Fig. 7A). The primary transcripts of *miR-503* and *miR-542* were rapidly downregulated after the induction of differentiation (Fig. 7B). In another study, the cluster of *miR-322/-503* was reported to be transcriptionally repressed during adipogenesis [59]. During postnatal mouse development, pri-miR-503 and pri-miR-542 transcripts showed higher expression levels one week after birth when the IL-4 level was elevated in scWAT and decreased with the accumulation of mature adipocytes, which is indicated by increasing Ap2 levels (Additional file 1: Fig. S5). The expression patterns of H19X-encoded miRNAs indicate that they primarily play a role in the undifferentiated state of APs.

**Fig. 7:**
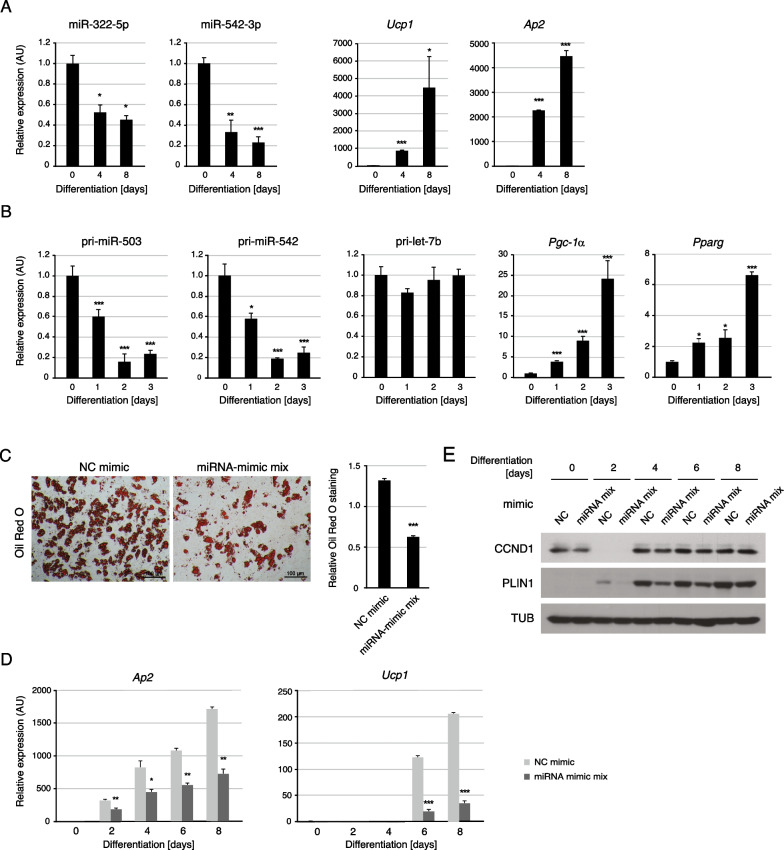
Dysregulation of H19X-encoded miRNAs in APs affects their differentiation into beige adipocytes. **A**, **B** Cells were cultured in a differentiation medium for beige fat lineage and harvested for analysis at several time points (n = 3). **A** Mature miRNAs, miR-322-5p and miR-542-3p, were downregulated in differentiated beige adipocytes. **B** The primary transcripts of *miR-503* and *miR-542* were downregulated immediately upon the differentiation of adipocytes. The *let-7b* primary transcript was used as a control. **C**-**E** APs were transiently transfected with miRNA mimic mix (miR-322-5p/miR-503-5p/miR-450b-5p/miR-542-3p) for 24 h and stimulated with an adipogenic cocktail for the differentiation. Cells were harvested for analysis at several time points after the induction of differentiation (day 0, 2, 4, 6, and 8) (**C**) The representative images of Oil Red O staining in differentiated beige adipocytes at day 8 (left panel). The quantified intensities of Oil Red O staining are shown (right panel). The pretreatment of miRNA mimic mix reduced the number of differentiated adipocytes. Scale bar, 100 µm (**D**) The mRNA levels of *Ucp1* and *Ap2* were analyzed during beige adipocyte differentiation (n = 2). The pretreatment of miRNA mimic mix (miR-322-5p/miR-503-5p/miR-450b-5p/miR-542-3p) attenuated the expression of *Ucp1* and *Ap2*. **E** The protein levels of CCND1 and PLIN1 were examined by western blotting during beige adipocyte differentiation. miRNA mimic mix downregulated CCND1 protein levels and delayed the expression of PLIN1 protein. Data are presented as mean ± SEM. ***p < 0.005, **p < 0.01, *p < 0.05

Next, we addressed whether the function of H19X-encoded miRNAs in undifferentiated APs affects the following progress of adipocyte differentiation. When APs were pretreated with miRNA mimics 2 days before induction of differentiation, in which CCND1 protein levels were decreased at the start point of differentiation (differentiation day 0), adipocyte differentiation was compromised (Fig. 7C–E). At the molecular level, *Ap2* mRNA, *Ucp1* mRNA and PLIN1 protein levels were lower in the miRNA mimic-treated samples than in the control group at all-time points of differentiation (Fig. 7D and E). Note that CCND1 protein levels fluctuated during differentiation in the control group, which may reflect the dynamic regulation for balancing proliferative cells and differentiating cells in adipogenesis (Fig. 7E) [60]. Overall, the overexpression of H19X-encoded miRNAs in the transition from adipocyte precursors to differentiated adipocytes altered both proliferation and adipogenic markers and attenuated adipogenesis.

## Discussion

The regulation of adipogenesis is critical for the formation and maintenance of adipose tissue [61]. The number, type, and maturation of adipocytes determine the function of adipose tissue, which affects systemic metabolism [62]. Here, we identified a novel mechanism controlling the proliferation and commitment of APs during the initial step of adipogenesis (Additional file 1: Fig. S6). Different types of progenitor cells found in diverse tissues show active proliferation, facilitating cellular expansion [63]. Upon stimuli, including developmental cues, these cells undergo growth arrest, cell specification, and further differentiation [64]. However, the molecular mechanisms underlying the transition from proliferation to differentiation are not completely understood. Recently, the miR-15 family of miRNAs was reported to play an important role in regulating this transition in precursor B lymphocytes [65]. In early B cell development, the biphasic sequence of proliferation and cell fate decision is controlled by the miR-15 family through a regulatory circuit involving IL-7R and pre-BCR signaling [66]. Our study also found that the *miR-322/-503* cluster of the miR-15 family contributes to the transition of APs from proliferation to differentiation under IL-4 signaling. Together with the previous study, our findings highlight the regulatory role of the miR-15 family during adipocyte development and suggest a potential role for the miR-15 family in cellular transition across diverse biological contexts.

H19X-encoded miRNAs, especially *miR-322/-503* are known to regulate fundamental biological processes including cell cycle, apoptosis, and stress response, and play a role in the cell fate specification and differentiation of cardiomyocytes and skeletal muscle and monocytes [67–71]. In this study, we showed that the overexpression of H19X-encoded miRNAs attenuates differentiation in APs, which is the opposite phenotype of *miR-322/-503* knockout mice [59]. Specifically, Rodríguez-Barrueco et al. observed fat mass expansion in *miR-322/-503* knockout mice and an increase in adipogenic progenitors and hypertrophy with a high-fat diet and reported the enhanced secretion by adipocytes of γ-synuclein, which is encoded by a target gene of *miR-322/-503*, mediates altered adipocyte differentiation and adipose tissue enlargement in knockout mice [57]. However, given the sharp downregulation of miR-322/-503 expression during differentiation, the role of miR-322/-503 may be critical in APs but less significant in mature adipocytes.

In our study, H19X-encoded miRNAs in mouse scWAT were expressed at high levels one week after birth. The levels of miRNA primary transcripts decreased as differentiated adipocyte markers increased over several weeks of postnatal development. Interestingly, IL-4 expression also reached the highest level in the postnatal one-week scWAT sample. In noninflammatory contexts, eosinophils that secrete IL-4 are found in several tissues, including the gastrointestinal tract, lungs, adipose tissue, thymus, uterus, and mammary glands [72]. High eosinophil activity is linked to developmental and morphogenetic events during postnatal development [73, 74]. Our data suggest that eosinophil-derived IL-4 stimulation and consequent miRNA/Wnt feedback regulation may be involved in the postnatal development of adipose tissue in vivo. In the future, it will be interesting to address whether IL-4 stimulates cellular expansion and beige commitment in APs and promotes the browning of adipocytes immediately after birth.

In the development and remodeling of adipose tissue, stepwise procedures of cellular transition, such as growth arrest, clonal expansion, and differentiation, have been widely studied, predominantly using in vitro systems [75]. Although in vitro studies cannot completely mimic in vivo adipogenesis, they have enabled us to understand the key regulators and signaling cascades involved in stem cell proliferation, adipocyte lineage commitment, and differentiation. Our study revealed that miRNA-mediated regulation of the Wnt signaling pathway is a mechanism by which type 2 immunity controls the cellular expansion and commitment of APs in vitro. Moreover, we suggested the possibility that this regulation is developmentally programmed to facilitate beige fat biogenesis. Advances in experimental tools, including single-cell sequencing, will provide in vivo evidence in future studies, which are expected to establish the Wnt/miRNA regulatory circuit in the immunomodulation of APs.

## Materials and methods

### Adipocyte progenitor (AP) isolation and culture

Subcutaneous WAT was digested in collagenase I buffer (2 mg/mL at 250 U/mg, Worthington) and 30 mg/mL bovine serum albumin in Hams F-10 medium at 37 °C for 20–30 min. The homogenates were filtered (40 mm) and APs were isolated using MACS (Miltenyi) through the negative selection of CD45 and CD31, followed by positive selection for SCA-1 as described previously (Lee et al., Cell, 2015). APs were cultured in DMEM F12 supplemented with 10% fetal bovine serum (Gibco). Cells were plated at 1 × 10^5^ cells/well in 12-well plates for IL-4 or LiCl treatment and oligo transfection. RNA oligonucleotides were transfected at 40 nM into each cell line using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s protocol. LiCl treatment and oligonucleotide transfection samples were analyzed after two-day incubation. Unless otherwise indicated, APs were incubated in IL-4-containing media for four days and subsequently processed for analysis.

### Quantitative RT-PCR

Total RNA was extracted from cells using TRIzol reagent and treated with DNase I. For mRNA, cDNA was synthesized with 0.1–0.5 μg of total RNA using a reverse transcription kit, the PrimeScript RT-PCR kit (Takara), or ReverTra Ace qPCR RT Master Mix (Toyobo). mRNA levels were analyzed by quantitative PCR using the synthesized cDNA and normalized to the levels of 36B4. qPCR was performed using SYBR Green PCR Master Mix (Applied Biosystems) or SYBR Green real-time PCR Master Mix (Toyobo). Mature miRNA levels were determined using TaqMan MicroRNA Assays (Applied Biosystems) and normalized to the levels of U6 snRNA. The comparative cycle threshold (Ct) method was used to determine the relative miRNA and mRNA levels.

### Western blotting

Cells were lysed in a modified RIPA buffer (420 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, 50 mM Tris pH 7.5, and protease inhibitor cocktail). Each protein sample (35–50 μg) was separated on 4–12% SDS-PAGE gels and transferred to a nitrocellulose membrane (GE Healthcare). The membranes were blocked in PBS-T (phosphate-buffered saline, 0.1% Tween 20) containing 3% bovine serum albumin (BSA) and subsequently probed with primary antibodies and HRP-conjugated secondary antibodies. Protein levels were detected with the SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific). Anti-CCND1(#2922, CST), anti-UCP1 (ab10983, Abcam), anti-TUB (ab52866, Abcam), anti-PLIN1 (P1998, Sigma), and anti-HSP90 (#4874, CST) antibodies were used as the primary antibodies.

### Luciferase assay

Firefly luciferase reporter plasmids were generated for luciferase assays. The mouse *Ccnd1* 3′ UTR (1687–2033 nt) and *Fzd6* 3′ UTR (101–322 nt, 536–898 nt) regions were amplified by PCR from genomic DNA of adipocyte precursor cells and cloned into the pGL3 3′UTR vector (Kim et al., NSMB, 2009). Firefly luciferase reporter plasmids were transiently transfected with miRNA mimics in HEK 293 T cells. The Renilla luciferase plasmid was co-transfected to normalize the transfection efficiency. Two days after transfection, the cells were harvested, and a dual-luciferase assay (Promega) was performed according to the manufacturer’s protocol. Firefly luciferase activity levels were normalized to the Renilla luciferase activity. The data are presented as relative luciferase activity (luciferase 3′UTR reporter activity/luciferase control reporter activity). All assays were performed at least three times.

### MTT cell proliferation assay

The cell proliferation rate was determined using MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. Adipocyte precursor cells were cultured in 96-well plates for 24 h, and the medium was replaced with an MTT reagent (Roche). After 4 h, dimethyl sulfoxide (DMSO) was added to each well and incubated for 30 min. The absorbance was measured at 570 nm using a microplate reader (Epoch Biotek Microplate Spectrophotometer).

### Flow cytometry analysis

Undifferentiated APs were cultivated on cell culture dishes with Dulbecco’s Modified Eagle Medium F12 supplemented with 10% fetal bovine serum (Gibco) containing IL-4 alone or in combination with transfection of miR-322-5p and miR-503-5p for 6 days to cell expansion. Cells were washed with PBS and then dissociated to a single-cell suspension by trypsin treatment for 3–5 min. The reaction was stopped with culture medium. After centrifugation, the cells were washed in PBS and fixed with 4% paraformaldehyde for 15 min at room temperature. Cells were permeabilized with ice-cold 90% methanol for 30 min on ice, and then immunostained using Ki67 monoclonal antibody (50–5698-82, eBioscience) and Hoechst 33,342. Flow cytometric quantitations of Ki67^+^/ Hoechst 33,342^+^ cell populations were performed by analysis of duplicate.

### Immunofluorescence staining

APs were isolated from scWAT and cultivated with cell culture medium containing IL-4 alone or in combination with transfection of miR-322-5p and miR-503-5p for 6 days to cell expansion. Cells were fixed with 4% paraformaldehyde for 10 min, permeabilized with 0.1% Triton™ X-100 for 10 min, washed in PBS three times, and then blocked with 2% BSA for 1 h at room temperature. The cells were labeled with Ki67 monoclonal antibody (SP6) (MA5-14,520, Thermo Fisher Scientific) at 1:250 dilution in 0.1% BSA, incubated at 4 °C overnight and then labeled with donkey anti-rabbit IgG (H + L) highly cross-adsorbed secondary antibody, Alexa Fluor Plus 488 (A11034, Thermo Fisher Scientific) at a dilution of 1:2000 for 60 min at room temperature (green). Nuclei (blue) were stained using Antifade Mounting Medium and DAPI (H-1500, Vector Laboratories).

### mRNA library preparation and sequencing

RNA was extracted from APs using TRIzol (Invitrogen) and mRNAs were purified using poly T oligo-attached magnetic beads. The quality and quantity of the RNA samples were assessed using an Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit). RNA-seq libraries were constructed by BGI Genomics Co., Ltd., and sequenced on the BGISEQ-500 platform. Low-quality raw sequence reads were filtered by SOAPnuke software to obtain clean reads. Filtered reads were mapped to the mouse reference genome (*Mus musculus*, UCSC mm10) using Hierarchical Indexing for Spliced Alignment of Transcripts.

### Small RNA library preparation and sequencing

Two biological replicates of control and IL-4–treated APs were prepared. Small RNA-seq libraries were generated with 3 µg total RNA using the TruSeq Small RNA Library Preparation Kit (Illumina), and cDNA fragments were sequenced on the Illumina HiSeq 2500 platform. Raw sequencing reads were trimmed by removing the adapter sequence and were filtered using a Phred quality score. Unique clustered reads were sequentially aligned to the mouse reference genome, miRBase v21, and the non-coding RNA database, Rfam9.1. Read counts for each miRNA were extracted to determine the abundance of each miRNA from the miRDeep2 Quantifier module.

### Differential expression analyses

To analyze differentially expressed (DE) miRNAs, log2 transformation of Count + 1 and quantile normalization was performed. Statistical analysis was performed using fold change and nbinomWaldTest with DESeq2 per comparison pair. The significant DE results were selected on the conditions of FC > 1.5 and nbinomWaldTest p < 0.05. For differentially expressed gene (DEG) analysis of RNA-seq data, Bowtie2 and RSEM tools were used to calculate the gene expression levels for each sample. DEGs were detected with baseMean (average of the normalized counts divided by size factors) generated from the DEseq2 algorithm (log2FoldChange (Sample2/Sample1) > 1 and adjusted p-value < 0.05). Volcano plots for mRNA and small RNA sequencing data were visualized using the R package, EnhancedVolcano v1.12.

### miRNA target prediction/KEGG pathway enrichment/miRNA-mRNA regulatory network/transcription factor (TF) enrichment analyses

miRNA target prediction analysis was performed using TargetScan-Mouse v7.2 [76]. The shared target genes of two different miRNAs were plotted using FunRich v3.1.3 software [77]. KEGG (Annotation and Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was conducted with DEGs from RNA-seq data using the R package, pathfindR. p-value < 0.05 was considered the cut-off criterion. For regulatory network analysis, the STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) database (stringApp v1.7.1) was used with a confidence score cut-off of > 0.2 [78]. The gene regulatory network was visualized with Cytoscape v3.9.0-BETA1 [79]. The Cytoscape plugin MCODE v2.0, was used to calculate key hub genes in the constructed gene regulatory network [80]. Significant functional modules were identified using the Cytoscape plugin cytoHubba v0.1 [81]. TFs were predicted for the promoter region of H19X-encoded miRNAs (1.5 kb upstream of the TSS and ending 0.5 kb downstream of TSS) using microTSS [56]. Next, we performed TF enrichment analysis using the R package, PWMEnrich [82].

### Statistical analysis

All experimental data are presented as mean ± standard error of the mean (SEM). Student’s t-tests were used to analyze the significance of differences using the GraphPad Prism 8 software (GraphPad). Statistical significance was set at p < 0.05 (*** *p* < 0.005, ** p < 0.01, * p < 0.05).

## Supplementary Information

**Additional file 1. Figures s1-s6**

**Additional file 2. Table s1**

**Additional file. 3. Table s2**

**Additional file 4. Table s3**

## Data Availability

RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE216077.

# Supplementary material for: H19X-encoded microRNAs induced by IL-4 in adipocyte precursors regulate proliferation to facilitate differentiation
**Source:** Biol Direct. 2023 Jun 15;18:32. doi: 10.1186/s13062-023-00388-4
**Supplement:** Supplementary file 1 — Additional file 1. Figures s1-s6

# Supplementary Figure 1

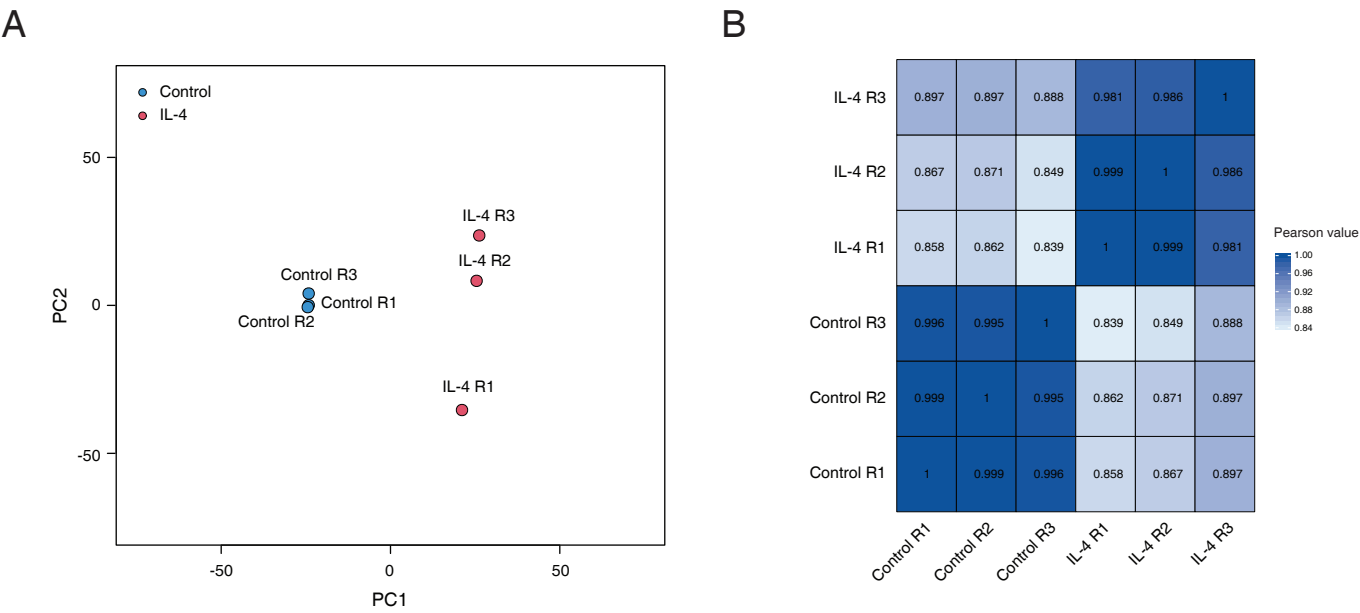

Fig. S1. mRNA sequencing data analysis

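In a principal component analysis of TMM-scaled log2 counts (log2 CPM) of the 14009 tested genes, the first component held 84.4% of the variance and the next 8.0%. Control libraries lay between -51.04 and -46.71 on the first component and IL-4 libraries between 47.47 and 51.72, so that the first component separated the groups.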

(A) Principal component analysis (PCA) of three replicates for control and IL-4–stimulated adipocyte precursors. 

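Pearson correlations of FPKM across genes lay between 0.995 and 0.999 among the control libraries, between 0.981 and 0.999 among the IL-4 libraries, and between 0.839 and 0.897 between the groups. On log2 CPM, they lay between 0.993 and 0.995, between 0.988 and 0.995, and between 0.935 and 0.946. These correlations are across genes, which are not independent replicates.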

(B) Correlation matrix of all the samples.

## Supplementary Figure 2

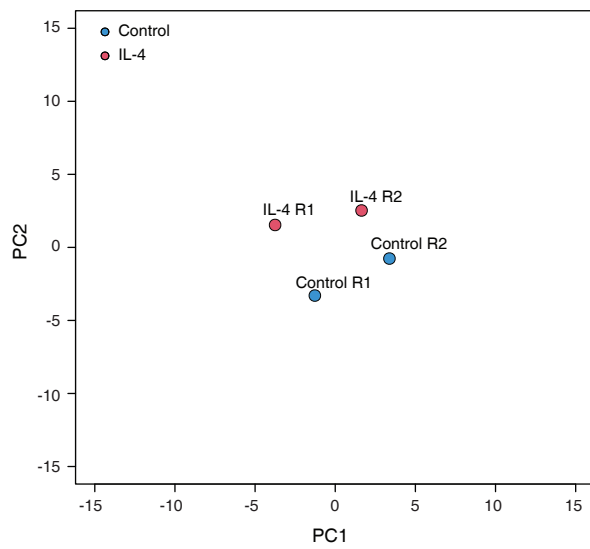

Fig. S2. small RNA sequencing data analysis

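In the 4 small RNA libraries, the first component (47.0% of the variance) separated replicate 1 from replicate 2 in both groups, at -4.51 and 7.01 for the controls and -7.31 and 4.80 for IL-4. The groups separated on the second component (36.1%), at -7.00 and -3.23 for the controls and 4.79 and 5.45 for IL-4.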

Principal component analysis (PCA) of two replicates for control and IL-4-stimulated adipocyte precursors.

# Supplementary Figure 3

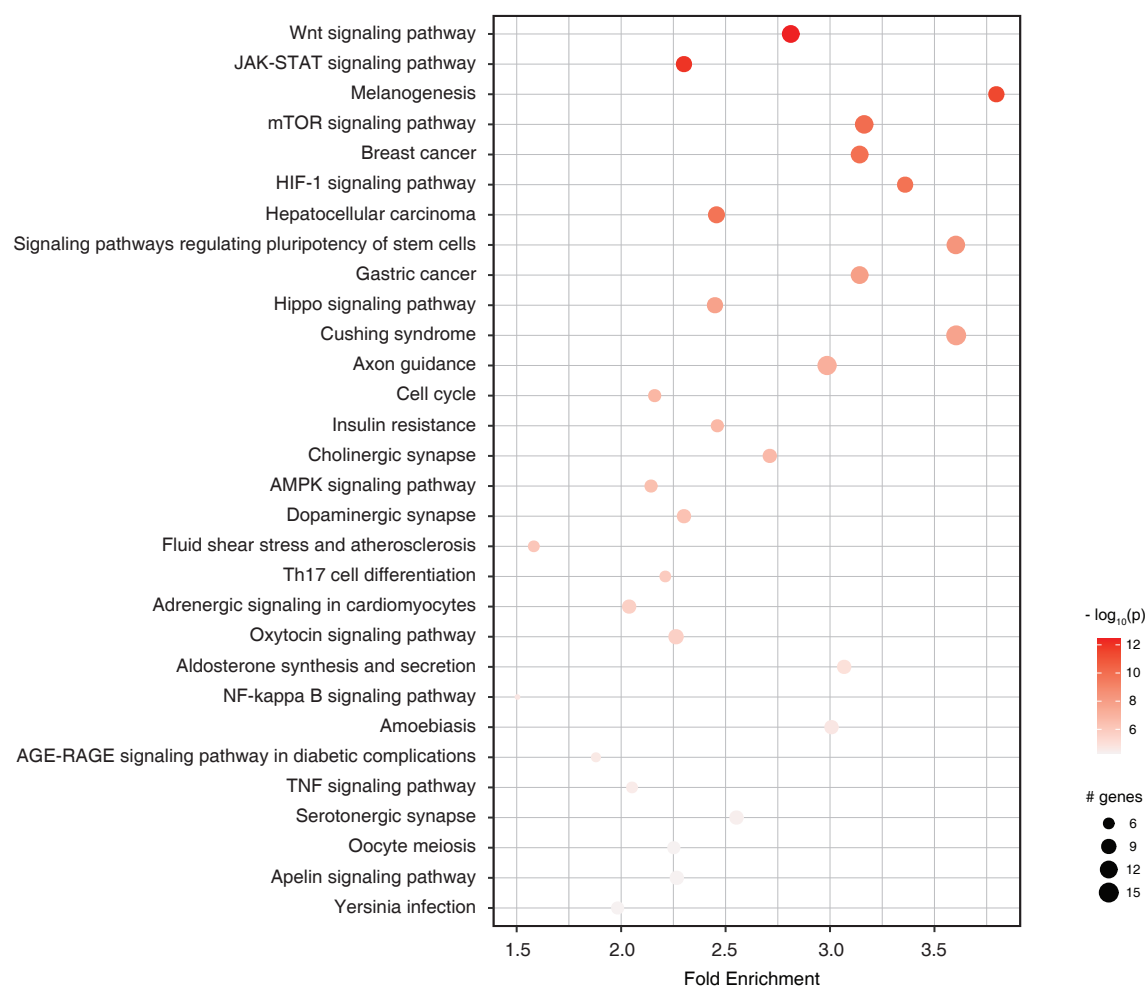

Fig. S3. KEGG pathway analysis in shared target genes of H19X-encoded miRNAs

# Supplementary Figure 4

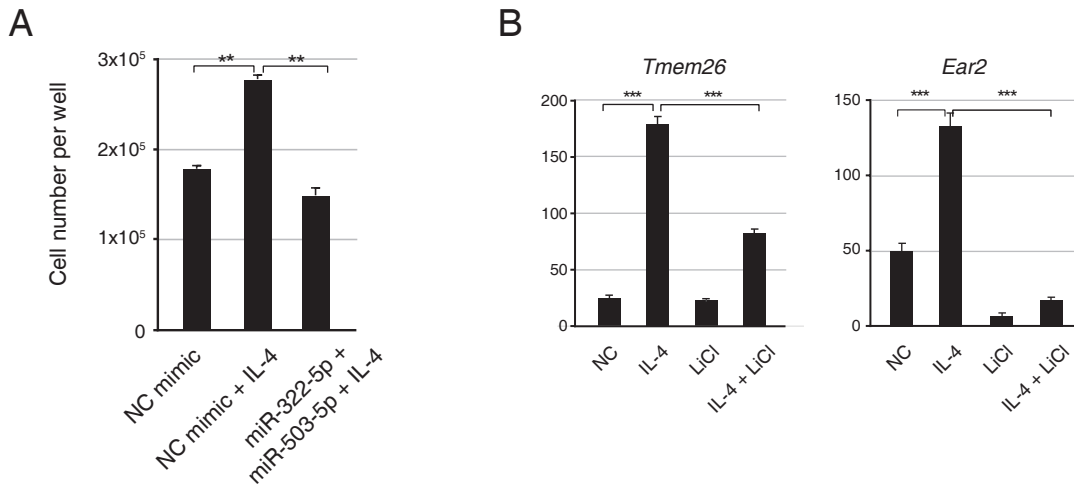

Fig. S4. H19X-encoded miRNAs and Wnt activator, LiCl, affect IL-4 induced proliferation and beige commitment in adipocyte precursors (APs)

(A) Total cell number analysis of adipocyte precursors. Adipocyte precursors were counted for each condition (control, IL-4, IL-4+ miR-322-5p/miR-503-5p) (n=2). (B) The mRNA expression levels of beige adipogenic markers were measured by qPCR (n=3). IL-4-induced upregulation of *Tmem26* and *Ear2* expressions was compromised by LiCl treatment. Data are presented as mean  $\pm$  SEM. \*\*\*  $p < 0.005$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ .

# Supplementary Figure 5

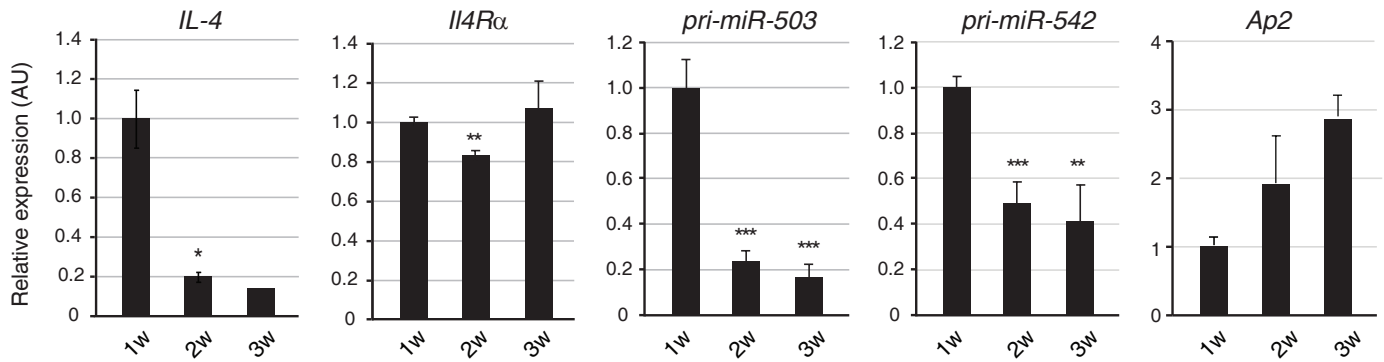

Fig. S5. H19X-encoded miRNAs are highly expressed at birth and gradually downregulated during postnatal development in mice

mRNA expression levels of *IL-4*, *IL-4Rα*, and *Ap2* were measured via qPCR in scWAT samples of 1, 2, and 3 week postnatal mice (n=3). *IL-4* mRNA level was below the detection level in two samples of 3-week-old mice and measured in only one sample (n=1). Expression levels of the primary transcripts of H19X-encoded miRNAs decrease, whereas that of the adipogenic marker *Ap2* increases during the course of postnatal development.

# Supplementary Figure 6

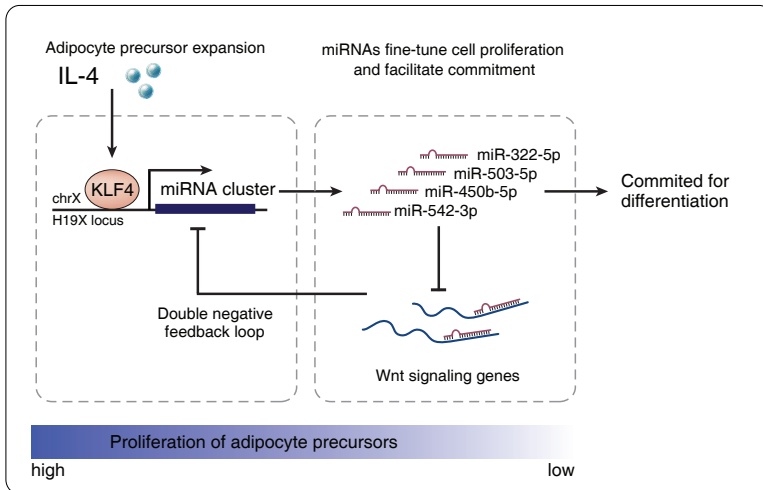

Fig. S6. A proposed model of H19X-encoded miRNAs-mediated regulation of adipocyte precursors under IL-4 stimulation

H19X-encoded miRNAs are upregulated upon IL-4 stimulation in adipocyte precursors through the transcription factor KLF4. H19X-encoded miRNAs that are downregulated by Wnt signaling activation suppress the expression of Wnt signaling pathway genes. The miRNA/Wnt double-negative feedback loop lowers the proliferation of adipocyte precursors induced by IL-4 stimulation and contributes to beige adipocyte commitment.

How the deposited data were processed for this re-analysis (not part of the article)

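The mRNA-seq data cover 3 control cultures of adipocyte precursors (APs) and 3 cultures incubated with IL-4, all harvested on day 4. The small RNA data cover 2 control and 2 IL-4 cultures harvested on day 2. Groups and replicate numbers come from the sample labels and the days of harvest from the paper's text. For the 1997 genes in the held copy of the FPKM sheet of the paper's Table S1, from which 16321 rows are cut, the FPKM of every mRNA-seq library are identical to a column of that sheet, which gives each library its number there.

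For mRNA-seq, the authors filtered the reads with SOAPnuke, and gene levels were computed by them with Bowtie2 and RSEM on RefSeq transcripts. Each file gives expected counts, which are not normalized, and FPKM, which the authors scaled by transcript length and library size. Of the expected counts above 0, 87.0% are whole numbers, and the others come from reads shared between genes. Genes with no read in a library are not listed for it and were taken as 0. In total, 18384 genes are listed, 26 of them with a date in place of the symbol. These 26 were identified by their Entrez number. For small RNA sequencing, the files give raw read counts per precursor and arm, which the authors obtained with the miRDeep2 Quantifier module against miRBase v21. A mature miRNA listed at several precursors was given its largest count. Depth per library is stated with the experiments. Count depth sets the precision of single libraries, and a group in which every library is at or under 3 counts is given only a limit.

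Expected counts were rounded, filtered with filterByExpr (minimum count 10, minimum total count 15) and scaled with TMM in edgeR 4.0.16 under R 4.3.3. Groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, as in the paper. miRNAs were called at an unadjusted p under 0.05 and a fold change beyond 1.5 or 2, also as in the paper. The normalized counts printed are counts divided by the scaled library size and multiplied by the mean scaled library size. Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation, and adjusted over the 12 lists. The lists hold Wnt ligands, receptors and modulators, Wnt target genes, YAP target genes, G1/S and G2/M genes of the cell cycle, markers of macrophages, genes that macrophages express after IL-4, markers of endothelial cells and of lymphocytes, genes of myofibroblasts, markers of APs and genes of mature adipocytes. The GO biological process terms in the files were tested with one-sided Fisher's exact tests, for terms with 10 to 500 genes in the background of tested genes that carry a term. KEGG pathways, pathfindR and TargetScan were not used here.

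The genes named are all genes the paper names whose mRNA was sequenced, and the 5 largest rises and 5 largest falls in fitted log2 fold change among genes with an adjusted p under 0.05, a mean of at least 100 normalized counts and no overlap between the groups. The miRNAs named are the 13 of Table 1, other miRNAs beyond the 1.5-fold threshold, and members that hold at least 5% of the reads of their seed family. Genes of the gene lists named for their level, and the genes named for control replicate 3, were chosen after their values were seen. These rules, the gene lists, the tests and most alternatives were fixed before the data were examined.

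Coordinates and sequences come from GRCm38, the same assembly as mm10, with the GENCODE M21 and RefSeq annotations. Seed sites are matches to the reverse complement of nucleotides 2 to 8 in the longest annotated 3′ UTR of each gene. The effect of sites on mRNA levels was measured as the difference in median log2 fold change between genes with and without a site within 10 bins of 3′ UTR length, and was set against up to 1000 random 7mers that occur in a similar share of genes (within 20%).

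The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile scaling, library totals without further scaling, no filter, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), limma on quantile-normalized log2(count + 1) for miRNAs, glmTreat, a replicate block, and each library left out in turn. Sums over precursors, miRNAs read in all libraries, quantile-normalized counts with DESeq2, DESeq2 with no filter or with its fold change prior, library totals for mRNA-seq, DESeq2 for GO terms, and leaving out libraries for GO terms, seed sites and the trend with 3′ UTR length were added after the data had been seen. Other work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

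The tests were tried on simulated data. Counts were drawn independently for each gene, with the common dispersion of each assay and 200 changed genes. In mRNA-seq, edgeR recovered 92% of the changed genes, with 8% of its calls on unchanged genes. In small RNA sequencing, it recovered 61% of the changed miRNAs, with 2.4% of its calls on unchanged ones. Of 100 lists of unchanged genes, camera gave 1 and fry gave 5 with a p under 0.05. The simulated genes were independent, so this does not show how often lists of correlated genes are called wrongly. A planted difference of -0.1 at seed sites was found in 20 of 20 runs, and no planted difference gave a p under 0.05 in 1 of 20 runs. Of 20 runs with 15 genes of a GO term added to 500 random calls, the term was found in 18, and random calls alone gave no term in any of the 20 runs.

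The held copy of Table S1 has 1593 genes, 860 upregulated and 733 downregulated, so no overlap of gene calls with it was computed. Experiments by quantitative RT-PCR, western blotting, flow cytometry and transfection were not analysed here.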

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

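The tests of explanations in this part were chosen after the results were seen. The gene lists, their camera tests and edgeR's test of single genes were fixed before.

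Of the genes on a list of those that macrophages express after IL-4, the text of the paper names Ear2, as a beige marker, and no other. Of the 14 genes on this list, 10 were tested and all 10 were higher in IL-4–treated APs on day 4, over all genes and adjusted over the list alone (camera adjusted p = 9.79e-30). Their median log2 fold change was 9.52, or 6.71 with the 3 genes whose controls were at the floor set to their lower bound. With limma on log2(FPKM + 1) it was 3.56, where the median of all genes was -0.13. Arg1 rose from 2.42 ± 1.50 to 1384 ± 242 FPKM (SD, n = 3 each), Chil3 from 0.71 ± 0.96 to 1552 ± 202, Retnla from 0.48 ± 0.61 to 775 ± 188 and Mgl2 from 0.33 ± 0.14 to 249 ± 40.6.

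Several technical explanations were tested. With library totals in place of TMM scaling, the list median was 9.35, against -0.17 for all genes, which argues against a few genes taking most of the counts. Reads shared between paralogs cannot account for all of it, since the 6 genes of the list whose expected counts are whole numbers in all libraries rose as well. A larger share of macrophages in the IL-4 cultures as the only cause is argued against by a separate list of 22 macrophage markers, whose median log2 fold change was -0.969. The cultures did hold transcripts of macrophages, although the APs had been isolated with removal of CD45-positive cells. All 22 markers were above 1 FPKM in every control library, against 2 of 14 lymphocyte markers. The most abundant in controls were Lyz2 (2739 ± 422 FPKM in controls and 776 ± 141 with IL-4), C1qa (488 ± 92.9 and 189 ± 41.7), C1qb (444 ± 83.0 and 203 ± 42.2), C1qc (377 ± 71.3 and 192 ± 38.0) and Fcer1g (328 ± 51.3 and 143 ± 35.6; SD, n = 3 each), and Ptprc, the gene of CD45, was at 18.3 ± 1.16 and 8.22 ± 0.24. Cells of the macrophage lineage in the cultures, responding to IL-4, are therefore a candidate explanation for part of the response. Expression by the APs themselves cannot be told apart from it. In IL-4 replicate 6 the list was higher than in replicates 4 and 5 by a median log2 ratio of 0.301, the macrophage markers by 0.362 and the AP markers by 0.115. In control replicate 3 they were higher than in control replicates 1 and 2 by 0.688, 0.251 and 0.013 in the same order. Both go with the macrophage markers more than with the AP markers, but differences of single libraries do not decide between them. For control replicate 3, a small share of reads or RNA of the IL-4 libraries could also raise the list. That explanation was left open, so the control difference says nothing firm about the type of cell. Expression by single cells was not analysed here, so for Ear2 and for other genes measured in whole cultures the type of cell is open.

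The list of 22 macrophage markers was lower in IL-4–treated APs, with 19 genes lower and 2 higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (camera adjusted p = 6.07e-13). Adjusted over the list alone, 19 were lower and 3 were higher. The median was -0.969 on the log2 scale, and -1.14 with library totals, beyond the shift of all genes under that scaling. A lower share of macrophages as the only cause would lower all markers alike. Their log2 fold changes had an SD of 2.2, against a median standard error of 0.135, from -8.65 for Cx3cr1 to 3.07 for Cd74. An earlier form of this test only counted the 2 higher genes, and it was replaced by the SD. A change of expression within macrophages, with or without a change in their share, may explain the pattern, and the share itself was not measured.

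C430049B03Rik, whose RefSeq transcript holds the hairpins of miR-322, miR-503 and miR-351, is not discussed by the paper as an mRNA-seq result. It was higher in IL-4–treated APs on day 4 by a log2 fold change of 2.27 (standard error 0.15, adjusted p = 1.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 3 of 3 IL-4 libraries above all controls. Without 1 library at a time, it lay between 2.16 and 2.36. With library totals the value was 2.10. The neighbouring gene Plac1 had at most 2 reads in any library, and the expected counts of C430049B03Rik were whole numbers in 6 of 6 libraries, so that neither reads of Plac1 nor reads shared with another gene account for the rise. By quantitative RT-PCR, the paper found primary transcripts of miR-322, miR-351 and miR-542 more than 6-fold higher after 4 days (Fig. 3C). As a hypothesis found and tested on the same data, the rise of C430049B03Rik may reflect higher transcription of the host transcript of miR-322, miR-503 and miR-351. The files do not show in which cells of the cultures it took place, and the hairpins of miR-542, miR-450a and miR-450b lie outside this transcript.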

How the results depend on the processing

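Alternatives added after the data were seen are those with library totals for mRNA-seq, sums over precursors, miRNAs read in all libraries, and DESeq2 with no filter, with quantile-normalized counts or with its fold change prior. For GO terms, DESeq2 and the fits without 1 library were added then as well, and for seed sites and the trend with 3′ UTR length the fits without 1 library. Where no reason is given, the cause was not tested.

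For mRNA-seq, the numbers of upregulated and downregulated genes stayed within 1.5 times 809 and 737 under DESeq2, upper-quartile scaling, no filter, the replicate block and library totals, and with each library left out (787 to 815 up, 685 to 729 down). limma on log2(FPKM + 1) gave 348 and 352, with 669 genes in common with the main calls. It also gave 47 Table S3 genes below -1. limma on log2(FPKM + 0.1) gave 591 and 782. glmTreat, which tests against a log2 fold change of 1 and is stricter by construction, gave 512 and 350. Library totals shifted the median log2 fold change of all genes to -0.17 and the split of calls to 657 up and 961 down, and log2(FPKM + 1) shifted that median to -0.13, so that changes are to be read relative to these shifts. The Rela log2 fold change changed sign, to -0.146 with log2(FPKM + 1), -0.150 with log2(FPKM + 0.1) and -0.149 with library totals, close to the shift of all genes. Of 525 alternatives for the 35 named genes, 504 kept direction and side of an adjusted p of 0.05, 18 did not pass it and 3 reversed, which concerns 5 genes. A log2 fold change of 1 was crossed as well. On log2(FPKM + 1), Ppargc1a (0.2578), Pdk4 (-0.7751), Fabp4 (0.8935) and Fzd6 (-0.7035) came inside it. Fabp4 also did on log2(FPKM + 0.1), with library totals and without IL-4 replicate 6, and with library totals Fzd3 (-1.078) and Fzd5 (-1.005) moved beyond it. GO terms among higher genes numbered 15 when any fold change was allowed.

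Of the 12 gene lists, 10 had an adjusted p under 0.05 with camera and the same 10 with fry. With an estimated correlation, only the macrophage IL-4 genes did (0.0211). The adjusted p was then 0.303 for Wnt ligands and receptors, 0.0711 for Wnt targets, 0.303 for YAP targets, 0.0711 for G1/S genes, 0.297 for G2/M genes, 0.129 for macrophage markers, 0.0711 for myofibroblast genes, 0.0626 for AP markers and 0.0711 for mature adipocyte genes. The endothelial list had an adjusted p of 0.631 to 0.873 over the fits that left out a library, with its direction reversed without IL-4 replicate 6 (0.841).

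For miRNAs, no filter gave 49 miRNAs up beyond 1.5-fold and 35 beyond 2-fold. An adjusted p in place of the unadjusted p gave 0 in each direction at both thresholds, and 0 of the 13 H19X miRNAs, where the unadjusted p gave 39 miRNAs. Library totals gave 1 down beyond 1.5-fold and 1 beyond 2-fold, and DESeq2 gave 1 down beyond 2-fold. DESeq2 on sums over precursors of miRNAs read in all libraries gave 1 down beyond 2-fold and miR-542-5p at 1.51. limma on quantile-normalized sums of the same miRNAs gave 12 down beyond 2-fold and miR-542-5p at 1.35. miR-542-5p was at 1.37 with limma on quantile-normalized counts and at 1.47 with sums over precursors. DESeq2 on largest counts gave 2 down beyond 2-fold for miRNAs read in all libraries, and 6 down beyond 1.5-fold and 0 beyond 2-fold with no filter. With quantile-normalized counts DESeq2 gave 2 down beyond 2-fold for largest counts and for sums, and 6 and 0 with no filter.

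With the fold change prior, DESeq2 gave 18 up and 2 down beyond 1.5-fold and 6 up and 0 down beyond 2-fold on sums over precursors, with miR-542-5p at 1.38. On largest counts these numbers were 19, 3, 7 and 0, and with no filter 18, 2, 8 and 0. With the prior and quantile-normalized counts they were 18, 2, 6 and 0 on sums, 19, 2, 6 and 0 on largest counts, and 16, 1, 6 and 0 with no filter. The prior pulls fold changes towards 1 by construction. The number of H19X miRNAs upregulated beyond 1.5-fold was 11 or 12 under every alternative that used the unadjusted p.

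Leaving out 1 small RNA library leaves 1 in its group, so that only fold changes are given. They were 2.11 to 2.36 for miR-322-3p, 3.099 to 4.523 for miR-503-5p, 1.79 to 2.53 for miR-503-3p, 1.89 to 2.29 for miR-351-5p, 2.30 to 3.17 for miR-542-3p, 1.27 to 4.34 for miR-450a-2-3p and 0.847 to 8.89 for miR-219a-5p, which fell below 1 without IL-4 replicate 1. Summed over seed families, they were 0.918 to 1.41 for AGCAGCA, 3.099 to 4.523 for AGCAGCG, 0.790 to 1.07 for CCCUGAG and 2.30 to 3.17 for GUGACAG. Of the alternatives for the 27 other named miRNAs, 276 kept direction and side, 58 did not pass the threshold, 16 moved and 1 reversed. With 2 cultures per group, these values depend on single libraries.

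Over the fits without 1 library, the difference at seed sites ranged from -0.0037 to 0.0039 for miR-322-5p, from -0.0253 to -0.013 for miR-503-5p, from -0.056 to -0.0207 for miR-450a-5p, from 0.0127 to 0.0191 for miR-351-5p, from 0.0167 to 0.0241 for miR-542-3p and from 0.0001 to 0.0095 for miR-450b-5p. The lowest values were reached without control replicate 2 for miR-503-5p and without IL-4 replicate 6 for miR-450a-5p. For 8mer sites only, the difference was -0.0636 for miR-450a-5p and -0.0054 for miR-450b-5p. The replicate block pairs control 1 to 3 with IL-4 4 to 6 by the numbers of Table S1. Deviations from the group means correlated across genes at 0.099, 0.278 and 0.405 for these pairs in mRNA-seq, and at 0.455 for the small RNA pairs. The block gave 815 genes up and 748 down, and 31 miRNAs with an adjusted p under 0.05, of which 11 are H19X miRNAs. That adjusted p was also passed by 16 miRNAs (10 of H19X) with no filter, by 6 (all of H19X) with library totals and by 12 (9 of H19X) with DESeq2. The AP marker median of 0.47 was 0.271 without control replicate 3, and 0.081 on log2(FPKM + 1).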

Differences from the paper's values

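Of 28 log2 fold changes and 13 miRNA fold changes compared with the paper's tables, 5 and 1 differ. The numbers of genes up (809 against the paper's 861) and down (737 against the paper's 733) do not. Neither does the number of H19X miRNAs up beyond 1.5-fold (12 against the paper's 11). Counts and miRNA fold changes within 1.5 times the paper's value were taken as the same. Among log2 fold changes, Trem1 is counted as different (-5.70 against -5.2585) and Ppargc1a is not (3.07 against 2.71221). Rnase2a is not counted either, although the paper's 9.90485 lies below its lower bound here (10.29).

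The paper states that 381 genes of Table S3 are among the downregulated genes. Of these 381 genes, 98 had a log2 fold change below -1 and an adjusted p under 0.05 here. None of the alternatives set before the data were examined closed the gap, with 47 to 106 genes. The median absolute difference between the log2 fold changes in Table S3 and those here was 0.0027, and 370 of the 378 tested genes were lower at an adjusted p under 0.05 when the fold change was not limited.

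For miRNAs up beyond 2-fold the count was 18 against the paper's 6, and none of the alternatives set before the data were examined closed the gap. For miRNAs down beyond 2-fold it was 4 against the paper's 0. Of the alternatives set before the data were examined, only the adjusted p in place of the unadjusted p closed that gap, with 0, where no miRNA passed in either direction. For miRNAs up beyond 1.5-fold the count was 29 against the paper's 18. DESeq2 (24) and limma with quantile normalization (22) brought it within 1.5 times the paper's count, and no filter, the replicate block, library totals and the adjusted p did not. For miRNAs down beyond 1.5-fold it was 10 against the paper's 2, and none of the alternatives set before the data were examined closed the gap.

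DESeq2 with its fold change prior, on counts summed over precursors for the 834 miRNAs read in all libraries, gave 18, 2, 6 and 0, the paper's 4 counts. Its log2 fold changes lay within 0.01 of Table S2 for 832 of 834 miRNAs. This setting was chosen after seeing the values, by comparing combinations of DESeq2's prior, counting unit, filter and normalization with Table S2. The same combination with quantile-normalized counts, also chosen after seeing the values, reached the same 4 counts but lay within 0.01 of Table S2 for 212 miRNAs. The other settings with the prior, all chosen after seeing the values, came near some of the 4 counts. Largest counts gave 18, 2, 8 and 0 without a filter and 19, 3, 7 and 0 for miRNAs read in all libraries, and quantile-normalized largest counts gave 16, 1, 6 and 0 without a filter and 19, 2, 6 and 0 for miRNAs read in all libraries. Without the prior, every setting chosen after seeing the values gave 22 to 26 miRNAs up beyond 1.5-fold, within 1.5 times the paper's count, and 14 to 20 beyond 2-fold. Among them, DESeq2 on largest counts with no filter gave 0 down beyond 2-fold, with its own size factors and with quantile-normalized counts.

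The fold change of miR-450a-2-3p was 2.07 against the paper's 1.219066. It came within the paper's value without IL-4 replicate 1 (1.45) and without control replicate 2 (1.27), and the other alternatives set before the data were examined did not close the gap. It was 1.22 with DESeq2 with its fold change prior on sums over precursors, which was chosen after seeing the values.

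The log2 fold change of Chil3 was 11.26 against the paper's 4.67167, that of Chil4 11.18 against the paper's 2.53656 and that of Car4 11.09 against the paper's 4.37317. That of Cx3cr1 was -8.65 against the paper's -8.03924, and that of Trem1 -5.70 against the paper's -5.2585. None of the alternatives set before the data were examined closed these gaps. DESeq2 with its fold change prior and no filter, chosen after seeing the values, gave a Chil3 log2 fold change of 1.91, a Chil4 log2 fold change of 1.02, a Car4 log2 fold change of 1.79, a Cx3cr1 log2 fold change of -7.43 and a Trem1 log2 fold change of -4.77.

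The paper states that the downregulated genes are enriched in Hippo and Wnt signaling, from KEGG pathways. In the GO terms tested here, Wnt signaling pathway held 8 downregulated genes where 6.70 were expected, canonical Wnt signaling pathway held 5 where 2.47 were expected (and 7 upregulated genes where 2.62 were expected), and hippo signaling held none of 20. The paper counts miR-503-5p among the major strands, which Table 1 takes from miRBase. In the small RNA libraries miR-503-5p took 17.7% to 38.4% of the reads of its hairpin.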

Other observations

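The tests of other splits, of a lowering by 0.1 at seed sites and of macrophage markers in control replicate 3 were chosen after the results were seen, and those of 3′ UTR length over all libraries and of IL-4 reads in control replicate 3 before.

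The 6 mRNA-seq libraries can be split into 3 and 3 in 10 ways, so that no share under 0.1 is possible. Only the split by treatment, 1 of the 10, gave as many upregulated genes, and the same held for downregulated genes, for lists called by camera, for GO terms among upregulated and among downregulated genes, and for Table S3 genes below -1. Every other split puts control and IL-4 libraries together in both groups, which keeps part of the difference by treatment between the groups and adds the rest to the spread within them. These counts therefore do not measure how often chance gives such results. For seed sites, 3 of the 10 splits had as many miRNAs outside the range of the random 7mers.

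White and brown adipocyte markers named in the paper were measured on day 4. Zfp423 had a log2 fold change of -0.62 (adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over 0.05 in 4 of the fits that left out a library), Pdk4 of -1.19 and Ebf2 of 0.62. Slc7a10 had at most 4 reads in any library. Of the adipocyte markers, Fabp4 rose by 1.10, Ucp1 had at most 1 read and Plin1 at most 2 in any library. Il4ra rose by 0.19 and Sncg by 0.67, with an adjusted p of 0.0378 and 0.0169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was over 0.05 in 5 and 2 of the fits that left out a library. The Il4ra call was lost in 8 of 15 alternatives, where its log2 fold change went down to 0.017. Il4 is not listed in any library.

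Genes of the cell cycle were lower on day 4. All 41 G1/S genes had a negative log2 fold change (median -0.48, camera adjusted p = 4.89e-07), and 30 were lower at an adjusted p under 0.05, or 35 when adjusted over the list alone. Of 52 G2/M genes, 22 were lower and 0 higher, also over the list alone (median -0.22, camera adjusted p = 0.00121). Neither list passed when camera estimated the correlation between genes (adjusted p = 0.0711 for G1/S and 0.297 for G2/M genes). Mki67 mRNA had a log2 fold change of -0.69, whereas the paper found a larger share of Ki67-positive cells with IL-4 on a later day. Another scaling of the libraries shifts all genes alike, so it cannot produce the distance of the G1/S genes from all genes (-0.483). With library totals the median of the G1/S genes was -0.655, against -0.17 for all genes. Both medians move together by construction, so the values with library totals are no separate test of scaling. No other technical explanation was tested for the G1/S genes.

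Myofibroblast genes were lower (median -1.02, 13 of 20 lower and 7 higher, also adjusted over the list alone, camera adjusted p = 4.13e-04). AP markers were higher (median 0.47, 6 of 15 higher and 3 lower, or 7 and 3 adjusted over the list alone, camera adjusted p = 2.82e-06), though their median was 0.271 without control replicate 3 and 0.081 on log2(FPKM + 1). Higher as well were genes of mature adipocytes (median 0.47, 6 of 9 higher and 1 lower, also adjusted over the list alone, camera adjusted p = 4.13e-04). Endothelial markers (median -0.30, 3 of 12 higher and 5 lower, also adjusted over the list alone, camera adjusted p = 0.804) and lymphocyte markers (2 of 5 higher and 2 lower, also adjusted over the list alone, camera adjusted p = 0.882) did not pass. The median of the lymphocyte markers was 0.13 and turned to -0.04 with library totals, under which the median of all genes was -0.17.

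miRNAs that share nucleotides 2 to 8 share their seed sites. In the family of miR-322-5p (AGCAGCA), miR-16-5p held 77.9% of the reads and miR-322-5p 15.5%, and the family total had a fold change of 1.09 on day 2, between 0.918 and 1.41 with 1 library left out. In the family of miR-351-5p (CCCUGAG), miR-125b-5p held 41.8%, miR-125a-5p 30.9% and miR-351-5p 27.3% of the reads, and the family total had a fold change of 0.893, between 0.790 and 1.07 with 1 library left out. miR-503-5p, miR-542-3p, miR-450a-5p and miR-450b-5p are the single members of their families. miR-147-3p had the smallest unadjusted p among upregulated miRNAs outside Table 1 after miR-1298-5p, with an adjusted p of 0.0897 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

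A lowering of mRNA levels by 0.1 or more (log2) at genes with a seed site was tested on day 4 for each of the 6 miRNAs, within bins of 3′ UTR length and over 13315 genes. The difference in median log2 fold change was -0.0004 for miR-322-5p, -0.0158 for miR-503-5p, 0.0167 for miR-351-5p, 0.0217 for miR-542-3p, -0.0294 for miR-450a-5p and 0.0085 for miR-450b-5p. None of these lay below the random 7mers, and the adjusted p was 0.18 or more for all. Only miR-542-3p had an unadjusted p under 0.05 (0.03), on the side of higher levels. Without IL-4 replicate 6 the difference was -0.056 for miR-450a-5p, at percentile 2.6 of the random 7mers, and without control replicate 2 it was -0.0253 for miR-503-5p. A lowering by 0.1 at miR-450a-5p sites, which 166 genes hold, is not excluded, given the spread of the random 7mers, and neither are changes of single targets or ones smaller than 0.1 for the other miRNAs. Genes are not independent replicates, so the values describe these libraries.

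Before matching on 3′ UTR length, genes with a miR-322-5p site were lower by a difference of -0.0384, but without IL-4 replicate 6 the difference was 0.0067, so the pattern depends on that library. It was then above 0 for miR-351-5p (0.0228), miR-542-3p (0.0213) and miR-450b-5p (0.009) as well. 3′ UTR length is a candidate explanation. Among 6770 tested genes without a site for any of the 6 miRNAs, those with the longest 3′ UTRs (median 1701 nucleotides) differed from those with the shortest (median 221 nucleotides) by -0.0902 in median log2 fold change (permutation p = 0.0001 across genes, the smallest that 10000 permutations can give). Without IL-4 replicate 6 this difference was 0.00362, against -0.136 to -0.0537 without any other library. Why the trend with length depends on that library was not tested.

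Control replicate 3 held more reads of Chil3 (77, against 4 and 9 in control replicates 1 and 2), Chil4 (21, against 0 and 1), Car4 (11, against 0 and 1) and Retnla (18, against 2 and 2). Over 15 genes with more than 1000 normalized counts with IL-4 and under 1% of that in controls, the 3 control libraries held 301, 304 and 722 reads, and the excess in control replicate 3 was 0.15% of the IL-4 level. A small share of reads or RNA of the IL-4 libraries in control replicate 3 could explain this. It was tested on 12 other genes with 50 to 1000 normalized counts with IL-4, which held 20, 18 and 24 reads. Their excess was 0.109% of the IL-4 level (binomial p = 0.422), too few reads to decide. The control cultures have no condition that sets them apart. In control replicate 3 the 22 macrophage markers were higher than in control replicates 1 and 2 by a median log2 ratio of 0.251, the macrophage IL-4 genes by 0.688 and the AP markers by 0.013. A higher share of macrophages in this culture is therefore not excluded, and a single library does not decide. Fold changes of genes that are near 0 in controls are affected by this, as given for Chil3, Chil4 and Car4, while their direction was the same without control replicate 3.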
